# A Major QTL for Resistance to *Vibrio anguillarum* in Rainbow Trout

**DOI:** 10.3389/fgene.2020.607558

**Published:** 2020-12-29

**Authors:** Asma M. Karami, Jørgen Ødegård, Moonika H. Marana, Shaozhi Zuo, Rzgar Jaafar, Heidi Mathiessen, Louise von Gersdorff Jørgensen, Per W. Kania, Inger Dalsgaard, Torben Nielsen, Kurt Buchmann

**Keywords:** QTL, rainbow trout, *Vibrio*, immunity, gene expression

## Abstract

Genetic selection of disease resistant fish is a major strategy to improve health, welfare and sustainability in aquaculture. Mapping of single nucleotide polymorphisms (SNP) in the fish genome may be a fruitful tool to define relevant quantitative trait loci (QTL) and we here show its use for characterization of *Vibrio anguillarum* resistant rainbow trout (*Oncorhynchus mykiss*). Fingerlings were exposed to the pathogen *V. anguillarum* serotype O1 in a solution of 1.5 × 10^7^ cfu/ml and observed for 14 days. Disease signs appeared 3 days post exposure (dpe) whereafter mortality progressed exponentially until 6 dpe reaching a total mortality of 55% within 11 days. DNA was sampled from all fish – including survivors – and analyzed on a 57 k Affymetrix SNP platform whereby it was shown that disease resistance was associated with a major QTL on chromosome 21 (Omy 21). Gene expression analyses showed that diseased fish activated genes associated with innate and adaptive immune responses. The possible genes associated with resistance are discussed.

## Introduction

The bacterial pathogen *Vibrio anguillarum* is the causative agent of classical vibriosis. It is likely one of the earliest recognized bacterial fish diseases as the causative pathogen was isolated and described from *Anguilla anguilla* by Bergman (1909). However, infections target a large number of wild and aquacultured fish species varying from marine to freshwater species distributed in temperate and subtropical regions (Toranzo and Barja, 1990). The disease is associated with hemorrhagic septicemia, anorexia, hemorrhages (skin and fin bases), abscesses, ulcerations and high mortality (Actis et al., 1999). *V. anguillarum* is a motile Gram-negative curved rod with polar flagella and its virulence factors comprise chemotaxis, proteases, hemolysins, LPS structure and siderophore production. A serotype system is applied to differentiate different serovars within the species and it has been shown that serotype O1 mainly infects salmonids whereas serotype O2 preferentially infects cod (Larsen et al., 1994). Almost all salmonid species, including rainbow trout (*Oncorhynchus mykiss*), are susceptible to the bacterium which utilizes different entrance portals (gills, skin, mouth, anus, and intestine) when first colonizing the host (Larsen et al., 1988). Mariculture of salmonids in general and rainbow trout farming in particular have for decades suffered from vibriosis caused by *V. anguillarum* (Pedersen et al., 2008) and various strategies based on administration of antibiotics and immunoprophylaxis have been applied for control (Holten-Andersen et al., 2012). Rainbow trout is able to mount a protective immune response against the infection (Harrell et al., 1975; Viele et al., 1980) and intraperitoneal injection of simple bacterins, based on formalin-killed strains of *V. anguillarum*, are known to reduce morbidity and mortality (Thornburn and Jansson, 1988; Håstein et al., 2005; Brudeseth et al., 2013; Marana et al., 2019). These studies have shown that mortality may exceed 50% in the unprotected population. However, despite the implemented immunoprophylactic measures, outbreaks of vibriosis at high sea-temperatures in summer periods still occur and call for antibiotic treatment (Pedersen et al., 2008). In addition, even successful vaccination programs are costly, as the majority of maricultured fish are vaccinated (Danmap, 2019) and expenses associated with the vaccine purchase and labor expenses reach approximately 0.1 euro per fish. Far higher expenses are associated with production losses (several percent daily growth loss) when starving fish before and after vaccination. It is therefore relevant to apply additional protective measures for optimization of fish health and one sustainable strategy is to apply selective breeding of naturally resistant fish strains for aquaculture. Classical selection programs, utilizing exposed but surviving fish as breeders for the coming generations, demand several years to obtain results at farm level (Gjedrem and Baranski, 2009). Other approaches are based on the use of markers (Fraslin et al., 2020) identifying individual fish with traits for disease resistance. Quantitative trait loci (QTL) associated with disease resistance in rainbow trout have been identified by application of molecular markers (e.g., microsatellites or SNPs) that are associated with genes conferring resistance toward diseases such as infectious pancreatic necrosis (IPN) (Ozaki et al., 2007), viral hemorrhagic septicemia (VHS) (Verrier et al., 2013) and bacterial cold water disease (BCWD) (Wiens et al., 2013; Vallejo et al., 2014; Fraslin et al., 2018). A series of studies employing linkage analysis (LA) and Genome-Wide Association Studies (GWAS), led to the production of a 57 K array, detecting single nucleotide polymorphisms (SNP) and their location on the 29 chromosomes in rainbow trout (Palti et al., 2015; Pearse et al., 2019). This mid-density genotyping array has proven to be of great value for investigating the genetic basis of phenotypic variation and host-pathogen interactions. The applicability of the 57 K SNP array (Affymetrix Axiom^®^) was confirmed for detection of QTL associated with rainbow trout resistance against infectious hematopoietic necrosis virus (IHNV) (Vallejo et al., 2019), columnaris disease (Silva et al., 2019), BCWD (Vallejo et al., 2017; Liu et al., 2018), enteric red mouth disease (ERM) (Zuo et al., 2020) and white spot disease (WSD) (Jaafar et al., 2020). Correspondingly, an array developed for Atlantic salmon (*Salmo salar*) was applied to detect QTL associated with resistance in this host species against salmonid alphavirus (SAV) (Hillestad et al., 2020).

Genetic breeding for disease resistance has been successfully implemented in the industry. Based on previous studies on genes associated with IPNV resistance in Atlantic salmon (Houston et al., 2008; Moen et al., 2009) new breeding programs have resulted in 75% decrease in IPN outbreaks in the salmon farming industry (Moen et al., 2015; Norris, 2017). Recent investigations have also identified QTL associated with *V. anguillarum* resistance in non-salmonid species including Japanese flounder (Wang et al., 2014; Shao et al., 2015), turbot (Zhang et al., 2019) and tonguefish (Tang et al., 2016). QTL associated to resistance against this disease in rainbow trout have remained unexplored but in the present study we describe a major QTL connected to resistance. The current study was performed in order to elucidate the natural resistance in rainbow trout against vibriosis caused by *V. anguillarum* (serotype O1). We exposed 800 rainbow trout to the pathogen and followed the mortality over 14 days. DNA samples from all fish were recovered and analyzed using the 57K array, which allowed us to identify a major QTL for vibriosis resistance. In addition, during the course of infection we sampled fish for gene expression analysis in order to identify immune gene expression profiles in the different groups with different susceptibility to infection and point to possible resistance mechanisms in rainbow trout.

## Materials and Methods

### Fish

Certified virus free rainbow trout eyed eggs, originating from an out-bred population based on 72 families (Aquasearch ova ApS, Jutland, Denmark), hatched at 7°C during a 14 day period (March 2019) at a certified pathogen-free hatchery [Aqua Baltic, Nexø, Denmark (Xueqin et al., 2012)]. The breeding set-up for these families applied eggs from one female for two families and milt from one male to four families. Following bacterial exposure, sampling and genotyping, a total of 669 fish were used for analysis and it is estimated that 9–10 fish from each of the 72 families are represented in the material. After rearing to the juvenile stage at 12°C (reaching a body weight of 12 g (range 11–13 g), 2880 degree-days post-hatch) the fish were transported (3 h transfer time at oxygenated and cooled conditions) to the infection facility at the University of Copenhagen (Frederiksberg, Denmark). Before the challenge, bacterial and parasitological examination was performed, confirming absence of pathogens (Dalsgaard and Madsen, 2000; Buchmann, 2007). A total number of 800 fish used for bacterial infection and 200 fish used as non-infected controls were kept and acclimatized in separate plastic tanks (separate rooms) (INTEX^®^, 2.60 m × 1.60 m × 0.65 m, total volume 2.7 m^3^) each containing 800 L of municipal water (certified chlorine free water, Frederiksberg commune with 14 days pre-aeration before use). Temperature was kept at 18°C (temperature favoring vibriosis outbreaks at farm level) (Haenen et al., 2014; Marana et al., 2019). Water was recycled (20 L/min) by internal biofilters (EHEIM, Germany) applying 30% water replenishment daily. Water quality was monitored and kept constant at pH 7.6, nitrite <0.01 mg/l, nitrate <50 mg/l (TetraTest 6in1, cat.no. T704154, Eldorado A/S, Denmark) and ammonia <0.5 mg/l (API Ammonia Test Strips, VioVet Ltd., United Kingdom). During the 14 days acclimation and 14 days experimental infection period, fish received commercial pelleted feed (1.5% biomass per day, INICIO 917, BioMar A/S, Denmark).

### Ethics Statement

Infection procedures were performed under the license 2019-15-0201-01614 obtained from the Experimental Animal Inspectorate, Committee for Experimental Animals, Ministry of Environment and Food, Denmark. Ethical guidelines of the University of Copenhagen were followed securing that fish were monitored every second hour around the clock. Death is not acceptable as humane endpoint (EU directive 2010) and therefore fish showing clinical signs (loss of equilibrium, irregular swimming, bleedings, discoloration) were euthanized with overdose (300 mg/L) of ethyl-3-aminobenzoate methanesulfonate (MS222) (cat.no. A5040, Sigma-Aldrich, Denmark) and recorded as mortality.

### Challenge Procedure

Fish were exposed to the pathogen for 2 h at 18°C in a partly drained fish tank containing 450 L of *Vibrio anguillarum* culture (serotype O1, isolate 130829-1/3, concentration 1.5 × 10^7^ cfu/ml). Three L broth (Veal Infusion Broth, Difco 0344176, United States) of a 48 h laboratory culture (1.2 × 10^9^ cfu/ml) was added into the tank containing 450 L tap water. Following the challenge procedure, municipal water (chlorine free and aerated as specified above) was added to the tank to reach a total volume of 800 L. Fish were kept as described above for acclimatization and observed for occurrence of any disease signs for 14 days. Non-exposed control fish were kept under the same conditions but in a separate non-infected room.

### Sampling

Mortality was recorded from the exposure time point to 14 days post exposure (dpe). Mortality stopped after 11 dpe but fish were kept for another 3 days to confirm absence of disease signs in survivors.

#### Sampling for Genotyping

Samples were taken from all fish throughout the course of infection, first by sampling the susceptible fish (recorded as mortality) and in the end all the fish surviving the challenge (resistant group). Samples for DNA-typing (a circular tissue piece, diameter 2.75 mm, of the tail fin) were taken using a punching scissors (agnthos.se, Sweden) and transferred to lysis buffer (Vaxxinova.no) for subsequent DNA extraction, purification and genotyping. Genotyping was done on a 57 k SNP chip, Affymetrix^®^ (San Diego, United States) developed for rainbow trout (Palti et al., 2015) and performed according to the Axiom^®^2.0 Assay-Automated-Workflow-User-Guide Affymetrix_1 (2020). Based on the raw data provided by the Axiom machinery, genotypes were called using the Affymetrix-Power-Tools-software. The analysis and interpretation of the raw data was done according to the Best Practices Workflow (Affymetrix_2, 2020).

#### Sampling for Gene Expression Analysis

Gills, liver and spleen were sampled from fish on day zero (before bacterial exposure), 3 dpe when disease signs (equilibrium disturbance, lethargy) developed, including fish with clinical signs CS (15 fish) and without clinical signs NCS (15 fish) and on 11 dpe (15 survivors). For each time point (0, 3, and 11 dpe), 15 control fish (not exposed to the bacterium) were taken in parallel. Samples were fixed in RNAlater (cat.no R0901, Sigma-Aldrich, Denmark), placed at 4°C for 24 h and subsequently stored at −20°C until further processing.

### Quantitative RT-qPCR (qPCR)

Primers and Taq-Man probes applied are listed in Supplementary Table 1 (previously designed and described by Purcell et al., 2004; Ingerslev et al., 2006; Raida and Buchmann, 2007, 2008, 2009; Sugiura et al., 2007; Olsen et al., 2011; Chettri et al., 2012, 2014; Holten-Andersen et al., 2012; Skov et al., 2012, 2018; Jaafar et al., 2015; Marana et al., 2017) and the gene expression analyses were performed as described by Zuo et al. (2020). In brief, samples from fish (gills, liver, and spleen) were homogenized (Tissue-lyser II, Qiagen, Denmark) using a homogenization buffer with 2-mercaptoethanol (Sigma-Aldrich). RNA was extracted using the GenElute^TM^ mammalian RNA kit (RTN350, Sigma-Aldrich, Denmark). Liver samples were pre-treated by Proteinase K (cat.no.P4850, Sigma-Aldrich, Denmark). DNase I (AMPD1, Sigma-Aldrich, Denmark) treatment was applied to remove genomic DNA. The concentration of RNA was determined in a NanoDrop 2000 spectrophotometer (Saveen & Werner, Denmark). Quality of RNA was evaluated by agarose (cat.no. 16500100, Thermo Fisher Scientific, Denmark) gel electrophoresis. RNA was kept at −80°C until cDNA synthesis in T100 thermocycler, Biorad, Denmark, using Oligo d(T)16 primer and TaqMan^®^ Reverse Transcription Reagents (cat.no. N8080234, Thermo Fischer Scientific, Denmark). Finally, cDNA was stored at −20°C until further use. Quantitative PCR assays were performed using an AriaMx Real-Time PCR machine (cat.no.G8830A-04R-010, AH diagnostics AS, Denmark). The cycling conditions were one cycle of predenaturation at 95°C for 3 min. This was followed by 40 cycles of denaturation at 94°C for 5 s with a combined annealing/elongation process at 60°C for 15 s with endpoint measurement. Primers and Taq-Man probes targeting immune-relevant rainbow trout genes were synthesized at TAG Copenhagen AS, Denmark. Reaction volumes were 12.5 μl [2.5 μl cDNA, 6.25 μl Brilliant III Ultra-Fast QPCR Master Mix (600881, AH Diagnostics AS, Denmark), 1.0 μl primer-probe mixture (forward primer, 10 μM and reverse primer, 10 μM), Taq-Man probe (5 μM), and 2.75 μl RNase-free water]. Wells with sample without enzyme (reverse transcriptase minus) and negative controls (water instead of sample) were used for every plate setup. NormFinder (Andersen et al., 2004) was applied to evaluate all combinations of three reference genes for use as endogenous control. These were elongation factor (ELF) 1-α, β-actin and acidic ribosomal phosphoprotein P0 (ARP). The average of the three genes was chosen and stability values were 0.002, 0.005, and 0.002 for liver, spleen and gills, respectively. In order to quantify the bacterial load in different organs at the different time points, we measured the gene expression level of the bacterial gene *recA* (GenBank ass.no. LC370212), which was described as a household gene in *V. anguillarum* (GenBank ass.no. LC370212) by Crisafi et al. (2014). We designed the probe for the qPCR assay according to Zuo et al. (2020) with minor modifications. For efficiency determination (estimated 102%), a dilution series of samples with high expression of *V. anguillarum* recA was used. Specificity, was tested by SYBER green and melting curve analysis confirmed by electrophoresis, product length 248 bp. The bacterial transcript level was estimated as 2^–Δ^ ^Cq^. It should be noted that dead or inactive bacteria may not be detected by this method.

### Data Analysis

#### Survival

Kaplan-Meier survival analysis (GraphPad Prism version 48.3.1, Bethesda, ML, United States) was used for estimation of cumulative mortality rates.

#### Gene Expression

All q-PCR assays were developed and tested in dilution series with five replicates and exhibited efficiencies of 100 ± 5% (presence of inhibitory molecules in the sample may raise the efficiency above 100%). This allowed the use of the simplified 2^–Δ^ ^Δ^ ^Cq^ method for analyzing data (Livak and Schmittgen, 2001). For normalization and as internal calibrator, the average of the three genes (ARP, ELF1α, and β-actin) was chosen by using NormFinder (Andersen et al., 2004). One-way ANOVA with Tukey’s test was applied on gene expression results from day 3 (multiple comparison between CS, NCS and control groups) and Student’s *t*-test was used to compare results on day 11. We considered differences to be significant when regulations were at least two-fold and *p* < 0.01. For four of the genes investigated in the non-exposed timepoint control groups the transcriptions were so low that less than three fish showed Cq values. This excluded the use of a *t*-test and we therefore applied a qualitative assessment (presence/absence of Cq values) and analyzed data with the non-parametric Mann–Whitney test using a probability level of 5%.

#### Genetic Analysis

For the genetic analyses, only fish of high genotype quality were included in the analysis, resulting in a dataset of 669 individuals (representing 9–10 fish from each family), of which 295 survived and 374 were recorded as mortalities. SNPs were restricted to those classified as “PolyHighResolution” by the Thermo Fisher Array Power Tools (APT) software. MAF > 0.01 was required. This means that the SNP genotypes are considered high quality and polymorphic (all three possible genotype clusters are present) resulting in 35,200 SNP loci being included in the analysis. By applying all the high-quality SNPs on the SNP chip, a genomic relationship matrix (GRM) was computed by the GCTA software, using the default algorithm (Yang et al., 2010). This was used to account for polygenic effects (including family background effects). Fish from the same full-sib family necessarily shared a large fraction of alleles, implying that their relationship was high in the GRM (as would also be the case for a pedigree-based relationship matrix). In the GWAS, we utilized a leave one chromosome out approach. This means that the GRM was set up using all SNPs, except those located on the same chromosome being currently tested (so that the GRM did not capture the effect of potential QTL on that chromosome, but general polygenic effects were captured). Using a linear model, heritability was estimated on the observed scale. The h2 was transformed to the underlying scale (Table 1) using the built-in options of GCTA based on the theory and formulas found in Lee et al. (2011). Statistical analysis was performed using the software package GCTA (Yang et al., 2011). The data set was initially analyzed with a simple genomic animal model using REML:

**TABLE 1:** Estimated variance components from REML analysis of rainbow trout resistance to *V. anguillarum*.

**Factor**	**Estimate**	**SE**
Additive genetic variance	0.057312	0.019821
Residual variance	0.200958	0.015421
Phenotypic variance	0.258270	0.016627
Heritability (observed scale)	0.221907	0.068252
Heritability (underlying scale)	0.349595	0.107526

y=1⁢μ+g+e.

where y is a vector of phenotypes (0 = dead, 1 = survived), *μ* is the overall mean, $g∼N\,\left(0,G\,\sigma_{g}^{2}\right)$ is a vector of additive genetic (polygenic) effects, G is the genomic relationship matrix (Yang et al., 2010), computed from all high-quality markers, $\sigma_{g}^{2}$ is the polygenic variance, $e∼N\,\left(0,I\,\sigma_{e}^{2}\right)$ is a vector of random residuals and $\sigma_{e}^{2}$ is the residual variance.

Secondly, leave one chromosome out genome-wide association study (LOCO-GWAS) was performed using the same model as above but extended with individual SNP effects. Here, polygenic effects on all other chromosomes except the one being currently tested are accounted for. The SNP effects were solutions from the linear mixed model LOCO-GWAS model. This model includes a fixed overall mean, a fixed regression using the SNP being tested as a covariate (the estimated SNP effect is the solution for this regression coefficient) and a random polygenic animal effect (with GRM estimated from all chromosomes except the one being currently tested). Genomic inflation factor (over the entire genome) was 1.068081 (near the expected 1.0). QQ plot (Supplementary Figure 2) demonstrate that the model has sufficiently dealt with possible population stratification.

In order to elucidate a possible association between the immune related genes targeted in the qPCR study and the SNP results, we localized the genes in the rainbow trout genome (Pearse et al., 2019). Probe sequences were mapped against the reference genome (Omyk_1.0: GCF_002163495.1) using Burrows-Wheeler Alignment tool (BWA) (Li and Durbin, 2009). SNPs were identified from the CIGAR string of mapped probes using the HTSeq-python package (Anders et al., 2015).

## Results

### Mortality

The first moribund fish was recorded at 3 dpe whereafter the mortality increased exponentially, continued at 4 dpe, decelerated at 5 and 6 dpe and ended at 11 dpe with a total mortality of 55% (Figure 1).

**FIGURE 1:**
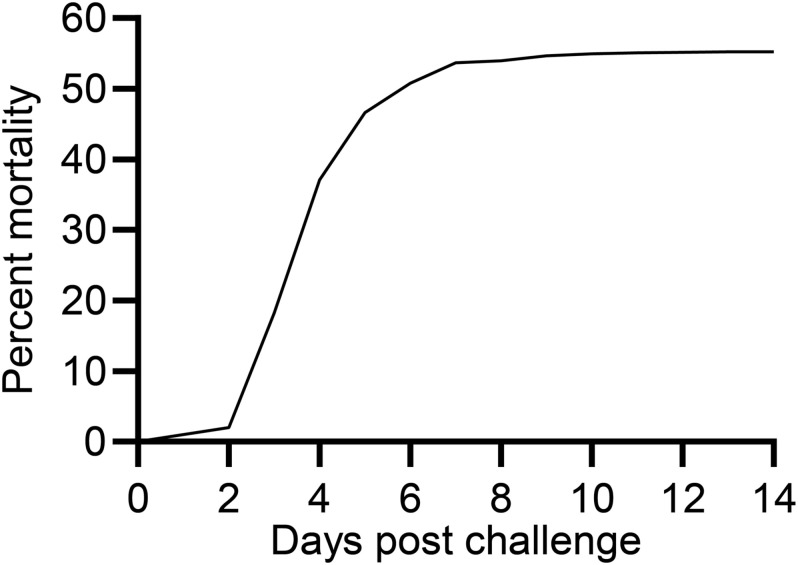
Mortality curve for rainbow trout exposed to *V. anguillarum*.

### Genetic Analysis

The REML analysis (Table 1) presents the estimated variance for additive genetic effects (0.05 ± 0.01), heritability of vibriosis resistance on both observed (22%) and liability (35%) scales. Genetic markers on chromosome 21 showed significant association with vibriosis resistance and the high genotype quality on that chromosome clearly indicating the presence of a QTL (Table 2 and Figure 2). The SNP (AX-89945921) had a high minor allele frequency (43%, Table 1), indicating a potential for genetic improvement. The average observed mortality for fish having different genotypes, based on the most significant SNP (AX-89945921) explaining 77% of the genetic variance, was calculated. Furthermore, inclusion of the most significant SNP as a cofactor in the statistical analysis reduced the additive genetic variance by 43%. This means that a substantial fraction of genetic variance is explained by this single top SNP. Specifically addressing this SNP the favorable homozygote (QQ) has an overall mortality of 37%, while the opposite homozygote (qq) has a mortality of 87% and the heterozygote (Qq) has a similar resistance (45% mortality) as the favorable homozygote (QQ) (Figure 3). Estimated fractions for genetic and phenotypic variance explained by each top SNP indicated that more than 50% of the resistance trait is controlled by the QTL on chromosome 21 (Table 2). Distribution of three different genotypes in moribund and surviving groups is shown in Figure 4.

**TABLE 2:** The top SNPs at chromosome 21 of rainbow trout, showing significant association to higher resistance against *V. anguillarum*.

**Chromosome**	**SNP**	**Position**	**Type**	**Freq.**	**Effect**	**SE**	**P**	**Fr. genvar.**	**Fr. phenvar.**
21	AX-89945921	14114149	G/A	0.57	−0.29	0.03	5.77e–22	77%	17%
21	AX-89918956	15109525	C/A	0.51	−0.25	0.03	2.52e–18	57%	13%
21	AX-89969941	13976778	C/T	0.46	−0.26	0.03	1.92e–17	61%	14%
21	AX-89934035	14608563	C/T	0.35	−0.26	0.03	6.18e–16	56%	12%

*The two last columns give the estimated fraction of genetic and phenotypic variance explained by each SNP.*

**FIGURE 2:**
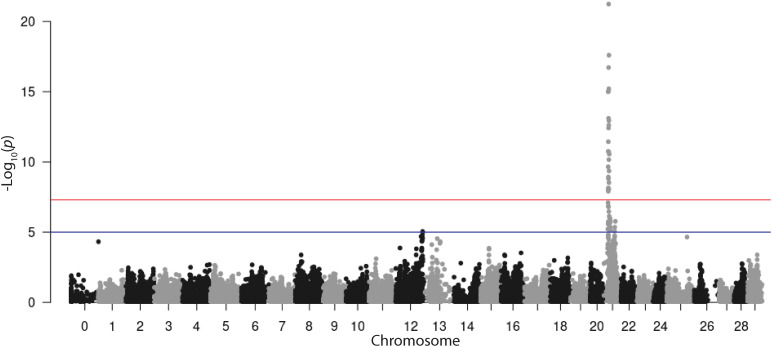
Manhattan plot from an LMM-LOCO GWAS of time to death in rainbow trout after exposure to *V. anguillarum*.

**FIGURE 3:**
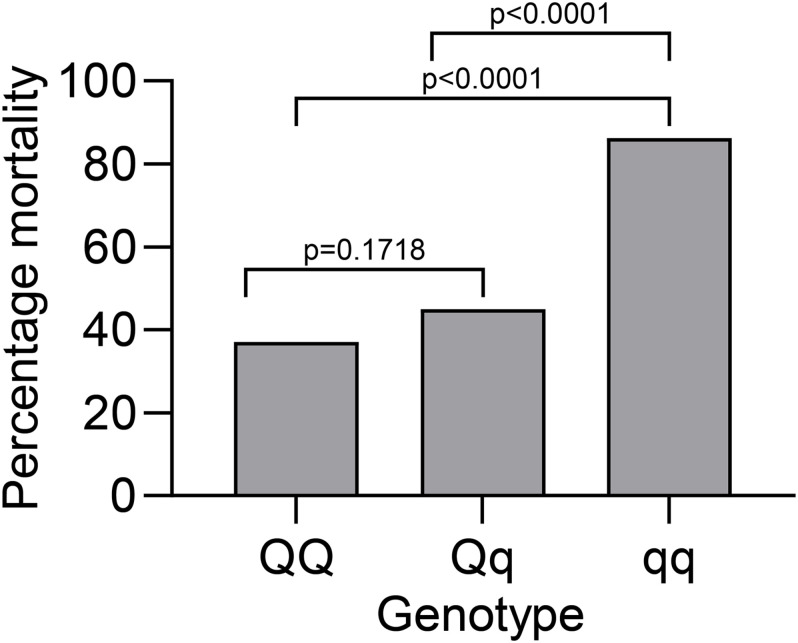
Average mortality of exposed rainbow trout to *V. anguillarum* with different genotypes for the top SNP at chromosome 21 (AX-89945921).

**FIGURE 4:**
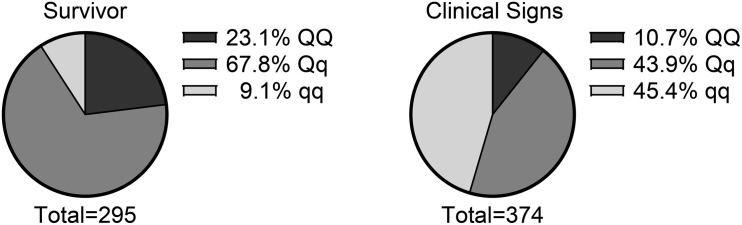
Distribution of three different genotypes (based on the top SNP at chromosome 21, AX-89945921) in moribund and surviving rainbow trout exposed to *V. anguillarum*.

### Gene Expression

#### Gills

When comparing expression of the genes between NCS and CS fish (3 dpe), we recorded significantly higher transcript levels in CS fish of genes encoding IL-1β, IL-6, IL-8, IL-22, Cath1, Cath2, and SAA. 

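Transcripts of 24 immune genes, of 3 reference genes (ARP, β-actin and ELF-1α) and of the bacterial gene recA were measured by RT-qPCR in gills, spleen and liver. Each organ was taken from 15 unexposed control fish at 0, 3 and 11 dpe, from 15 NCS and 15 CS fish at 3 dpe and from 15 survivors at 11 dpe, and the spleens of the 15 survivors were not analysed here. The measured value is the Cq, the cycle at which the fluorescence of a reaction crosses the detection threshold, so that a difference of 1 cycle stands for a factor of 2. A Cq was present for 323 to 355 of the 360 possible immune gene readings per group in gills, for 288 to 334 in spleen and for 213 to 290 in liver. The median over fish of the mean reference Cq lay between 18.7 and 19.4 in the groups of gills, between 18.4 and 20.1 in spleen and between 18.8 and 20.0 in liver.
From the Cq values the authors deposited, the level of a gene in a fish was taken as the negative ΔCq, the mean Cq of the 3 reference genes minus the Cq of the gene, which is on the log2 scale. Fish without a Cq for a gene were left out of its mean. Group means were compared with a two-sided permutation test of 100000 resamples, whose smallest possible p is 1e-05, and with exact enumeration where a group had fewer than 10 Cq values. Where a group had fewer than 3 Cq values, the number of fish with a Cq was compared with Fisher's exact test. A gene was counted as higher or lower at a change of at least 2-fold with p under 0.01, or under 0.05 for Fisher's test. Exposed and control fish were kept in separate tanks and rooms, so that a comparison with controls cannot tell exposure from tank. Adjusted p values are Benjamini-Hochberg values over the 24 genes of an organ and comparison. The genes were grouped, before the data were examined, into 6 lists, and a count "adjusted over the list alone" takes an adjusted p under 0.05 within the list and a 2-fold change.
In 4 samples of gills, 5 of spleen and 4 of liver the mean reference Cq lay more than 3 cycles from the median of the organ. The ELF-1α Cq values listed for liver equal those listed for spleen at all 75 positions that the columns of both organs share, and 24 of these positions hold the same fish. Within groups of 3 and 11 dpe, their Spearman's rho in spleen was 0.25 to 0.75 with ARP and 0.42 to 0.82 with β-actin. In liver it was -0.51 to 0.14 and -0.37 to 0.43, and 0.03 and 0.36 in survivors, whose values are not shared. The spleen values of rho argue against the shared values being those of liver. Levels in liver, those of recA included, may thus hold an ELF-1α Cq of another sample. Fish of the NCS group carry codes beginning with VT13 or VT14 in the sample labels, and comparisons with NCS fish were repeated within each code.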

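In the gills at 3 dpe, 4 of the 24 genes were higher in CS than in NCS fish and 6 were lower. The higher genes were the inflammatory cytokine gene IL-1β, the neutrophil chemoattractant IL-8, IL-22, a cytokine that acts on epithelia, and the antimicrobial peptide Cath2. The level of IL-1β was -4.01 ± 1.39 (SD, n = 15) in CS fish and -8.24 ± 4.30 (SD, n = 15) in NCS fish, an 18.9-fold difference (p = 0.00128, adjusted p = 0.00512, permutation test). Cath2 was 18.6-fold higher (log2 difference 4.21, SE 1.15, p = 0.00114) and IL-22 was 14.3-fold higher (log2 difference 3.84, SE 1.23, p = 0.00472). IL-8 was 8.52-fold higher (log2 difference 3.09, SE 0.67, p = 0.00013), and 5 of 15 CS fish had a level above that of every NCS fish.
The secreted form of IgD (IgDs) was 19.8-fold lower in CS fish (SE 1.18 on the log2 scale, p = 1e-05, the smallest that the resamples can give), and 9 of 15 CS fish lay below every NCS fish. IFNγ, which activates macrophages, was 15.3-fold lower (SE 1.25, p = 4e-05). The complement component C3 was 8.80-fold lower (SE 1.12, exact permutation p = 0.00514, 9 CS fish with a Cq), IL-4/13A was 4.02-fold lower, IL-2 was 4.01-fold lower and the membrane form of IgD (IgDm) was 2.65-fold lower. IL-2, IL-4/13A and C3 did not pass with the methods' tests, these 3 and IgDm did not with limma, IL-2 and IgDm did not with β-actin as the only reference, and C3 and IL-22 did not with ARP as the only reference.
Of the genes that did not pass the test, SAA, an acute phase reactant, had a log2 difference of 2.84 (SE 1.06, p = 0.0123), IL-6 of 2.56 (SE 1.30, p = 0.0513) and Cath1 of 2.02 (SE 0.94, p = 0.0402). Among 4 inflammatory cytokines, 2 were higher and none was lower (2 when adjusted over the list alone). Among 3 type 1 cytokines, 2 were lower (2 when adjusted over the list alone), and 2 of 5 lymphocyte receptor and immunoglobulin genes were lower (2 when adjusted over the list alone). Of 5 innate effectors, 1 was higher and 1 was lower (3 changed when adjusted over the list alone).
One NCS fish, VT13-10, had reference Cq values of 28.03 to 35.65, against at most 20.42 in the other NCS fish, and without it and with 14 NCS fish, 17 genes passed the test, 11 higher and 6 lower, with IL-6 (p = 0.0016), Cath1 (p = 0.00853) and SAA (p = 5e-05) among the higher. Without this fish IL-1β was 30.6-fold and IL-22 25.6-fold higher in CS fish, and IgDs was 9.53-fold, IFNγ 7.31-fold, C3 4.20-fold, IL-2 2.19-fold and IL-4/13A 2.16-fold lower. Against the 7 VT13 fish alone, of which VT13-10 is one, 5 genes passed and all were lower, with a log2 difference in IL-1β of 1.86 (exact permutation p = 0.183). Against the 6 VT13 fish without it, a choice made after the data were seen, 3 genes passed and all were lower, with a log2 difference in IL-1β of 3.09 (exact permutation p = 0.0177). Against the 8 VT14 fish, 11 were higher and 5 lower, with a log2 difference in IL-1β of 6.32 (exact permutation p = 2.04e-06).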

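In the gills of survivors at 11 dpe, 9 of the 24 genes were higher than in the controls of the same day and none was lower, with the mean of the 3 reference genes as the reference. Among the cytokines, IL-2, a T cell growth factor, was 3.73-fold higher (log2 difference 1.90, SE 0.53, p = 0.00109, permutation test), and IL-8 was 3.31-fold higher (log2 difference 1.73, SE 0.47, p = 0.00093). IL-17C2 was 3.18-fold higher in the 11 survivors and 9 controls with a Cq (log2 difference 1.67, SE 0.42, exact permutation p = 0.00101). TNFα was 3.02-fold higher (log2 difference 1.59, SE 0.54, p = 0.00456) and IFNγ was 2.88-fold higher (log2 difference 1.53, SE 0.36, p = 0.00049). The level of Cath2 was -5.67 ± 1.79 (SD, n = 15) in survivors and -7.81 ± 2.48 (SD, n = 15) in controls, a 4.39-fold difference (p = 0.00933). The other 3 genes that passed encode IgDs, IgM and TCRβ.
Changes of over 2-fold that did not pass the test were present for IL-4/13A (log2 difference 1.43, SE 0.53, p = 0.0140), IL-6 (1.61, SE 0.65, p = 0.0211), IL-10 (1.17, SE 0.47, p = 0.0233), IL-12 (1.60, SE 0.63, p = 0.0191), IL-22 (1.30, SE 0.56, p = 0.0317) and Cath1 (1.40, SE 0.76, p = 0.0747). Of the type 1 cytokines, 2 of 3 were higher (3 when adjusted over the list alone), and of the inflammatory cytokines 2 of 4 (3 when adjusted over the list alone). None of the 3 regulatory and type 2 cytokines passed (2 when adjusted over the list alone).
The number of genes that passed was 19 with β-actin as the only reference, 5 with ELF-1α (without TNFα, IgDs, TCRβ and Cath2) and 0 with ARP, and with non-detects set to 40 cycles it was 4 (Cath2, IL-2, IgM and TCRβ). Cath2 did not pass with the methods' tests, and TNFα did not with ranks. With ARP as the only reference the median log2 difference of the 9 genes was 0.18 in place of 1.67, and IgDs (-0.07) and TCRβ (-0.18) lay below the controls. The mean Cq of ARP was 0.84 cycles lower in survivors than in controls (p = 0.137), while that of β-actin was 1.28 higher (p = 0.395) and that of ELF-1α 0.66 higher (p = 0.637). In the medians ARP was 0.24 cycles lower, β-actin 1.17 higher and ELF-1α 1.48 higher. Control fish VC47 had reference Cq values of 27.44 to 36.84, and without it and with 14 controls the mean Cq of ARP was 0.22 cycles lower in survivors (p = 0.274), that of β-actin 2.43 higher (p = 2e-05) and that of ELF-1α 1.58 higher (p = 0.00443). Without this control and the 2 survivors with an outlying reference Cq, 7 of the 24 genes passed, with IgDm among them and without TNFα, IgDs and TCRβ.

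**Figure D1:**
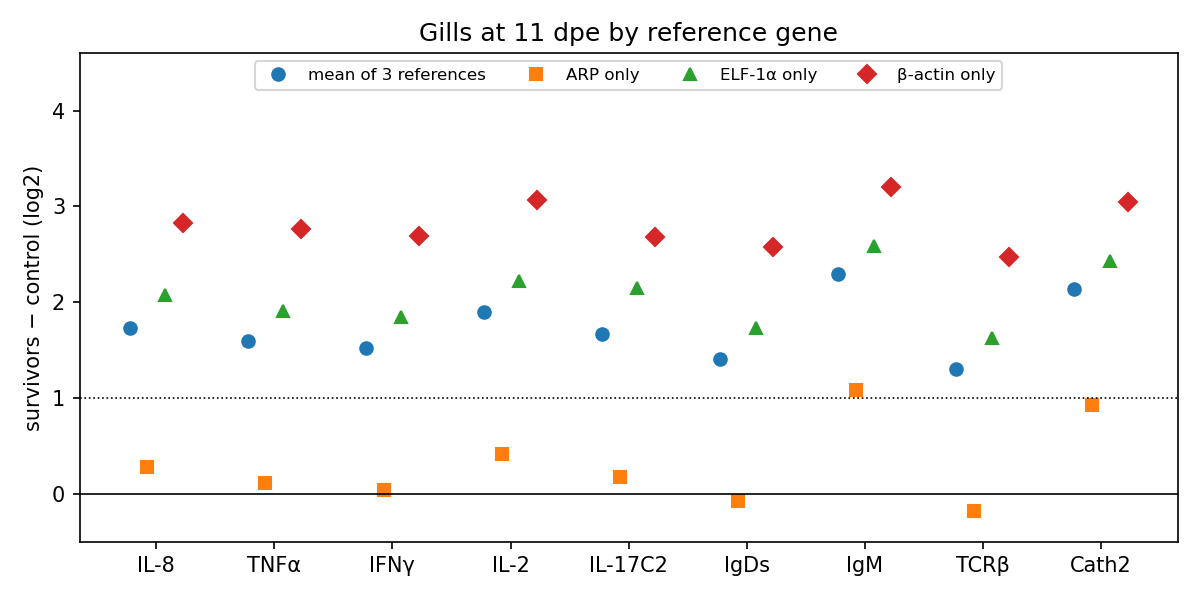
Log2 difference between the gills of 15 survivors and of 15 controls at 11 dpe for the 9 genes that passed the test, with the mean of 3 reference genes and with each reference gene alone. The dotted line marks a 2-fold difference. With ARP as the only reference the differences run from -0.18 to 1.08.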

Surviving fish (11 dpe) showed higher expression in gills of genes encoding IgDm, IgDs, and TCR together with genes encoding cytokines (IL-2, IL-4/13A, IL-6, IL-8, IL-10, IL-12, IL-17C2, IL-22, TNF) and effector molecules IgM, Cath-1, and Cath-2 (Figures 5, 6).

**FIGURE 5:**
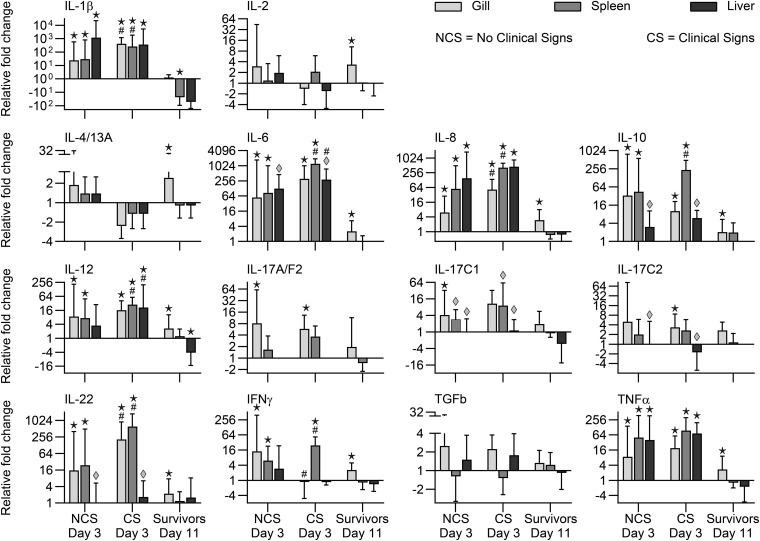
Expression of cytokine genes in rainbow trout exposed to *V. anguillarum*. NCS, no clinical signs; CS, clinical signs; Survivors, Fish surviving exposure to the pathogen 11 dpe. ★ : Significant differences (*p* < 0.01) between exposed and non-exposed (control) groups (NCS, CS, and surviving groups shown). ^#^Significant differences (*p* < 0.01) between the NCS and CS groups at 3 dpe. ◆:Significant differences (*p* < 0.01, non-parametric Mann–Whitney test) between exposed and control groups.

**FIGURE 6:**
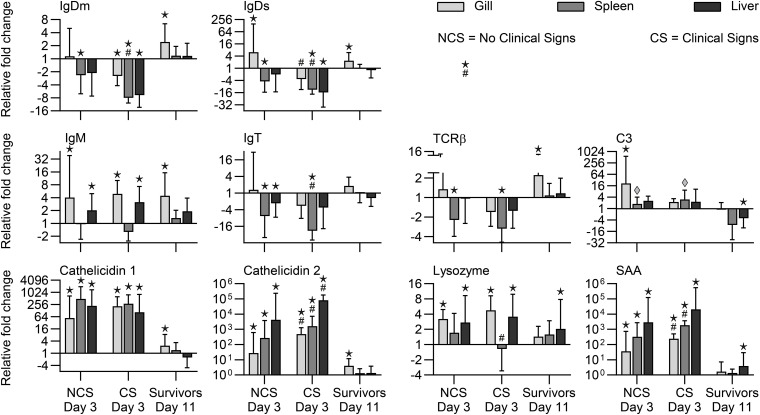
Expression of effector molecule genes in rainbow trout exposed to *V. anguillarum*. NCS, no clinical signs; CS, clinical signs; Survivors, Fish surviving exposure to the pathogen 11 dpe. ★ : Significant differences (*p* < 0.01) between exposed and non-exposed (control) groups (NCS, CS, and surviving groups shown). ^#^Significant differences (*p* < 0.01) between the NCS and CS groups at 3 dpe. ◆:Significant differences (*p* < 0.01, non-parametric Mann–Whitney test) between exposed and control groups.

#### Spleen

Significant higher expression of cytokine genes for IL-1β, IL-6, IL-8, IL-10, IL-12, IL-22, TNF, and effector molecules C3, Cath1, Cath2, SAA were observed in spleen samples in both NCS and CS fish with the highest folds for SAA, Cath2 and IL-6 (1876-fold, 1640-fold, 1234-fold, respectively) in CS fish. 

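In spleen at 3 dpe, 12 of the 24 genes were higher in NCS fish than in controls and 14 were higher in CS fish. The level of SAA was 5.20 ± 0.97 (SD, n = 15) in CS fish, 2.66 ± 3.09 (SD, n = 15) in NCS fish and -5.67 ± 0.85 (SD, n = 15) in controls. This made a 1876-fold difference in CS fish and a 322-fold difference in NCS fish (p = 1e-05 in both, the smallest that the permutations can give), and every fish of both groups lay above every control. Cath2 was 1641-fold higher in CS fish (log2 difference 10.68, SE 0.62, p = 1e-05) and 272-fold higher in NCS fish (log2 difference 8.09, SE 1.02, p = 1e-05). IL-6 was 1235-fold higher in CS fish (log2 difference 10.27, SE 0.37, p = 1e-05) and 86.1-fold higher in NCS fish (log2 difference 6.43, SE 0.98, p = 1e-05). Cath1 was 279-fold higher in CS fish and 488-fold higher in NCS fish (SE 0.57 and 0.67 on the log2 scale, p = 1e-05 in both).
All 4 inflammatory cytokines were higher in both groups (4 in each when adjusted over the list alone). IL-8 was 410-fold higher in CS and 56.9-fold higher in NCS fish, and TNFα was 95.4-fold and 50.8-fold higher. IL-1β was 257-fold higher in CS fish and 29.7-fold higher in NCS fish (p = 0.00064), and the NCS fish in the first 6 columns of the table had a median IL-1β Cq of 31.4 against 22.9 in the other 9. The anti-inflammatory cytokine IL-10 was 235-fold higher in CS and 44.4-fold higher in NCS fish (p = 0.00015), and IL-12 was 28.3-fold and 7.38-fold higher (p = 0.00098 in NCS fish). IL-22 was 619-fold higher in CS fish (exact permutation p = 2.04e-06), and in NCS fish it was 23.9-fold higher over the 12 NCS fish and 8 controls with a Cq, which did not pass the test (exact permutation p = 0.0125). A Cq for C3 was present in 9 of 15 NCS fish, 7 of 15 CS fish and 1 of 15 controls (Fisher's exact test, p = 0.00520 and p = 0.0352), and one for IL-17C1 in 11, 12 and 2 fish (Fisher's exact test, p = 0.00251 and p = 0.000679). Of the controls of all 3 days, 9 of 45 had a Cq for C3 and 7 of 45 for IL-17C1. The rule thus changed to a test of means over the fish with a Cq, by which neither gene passed. With Fisher's exact test kept, a choice made after the data were seen, IL-17C1 passed in both groups (p = 7.11e-05 and p = 1.05e-05) and C3 in NCS fish (p = 0.00742) but not in CS fish (p = 0.0880). Against controls, 16 genes passed with the 7 VT13 fish, without IL-1β, and 14 genes passed with the 8 VT14 fish, without IL-12.

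**Figure D2:**
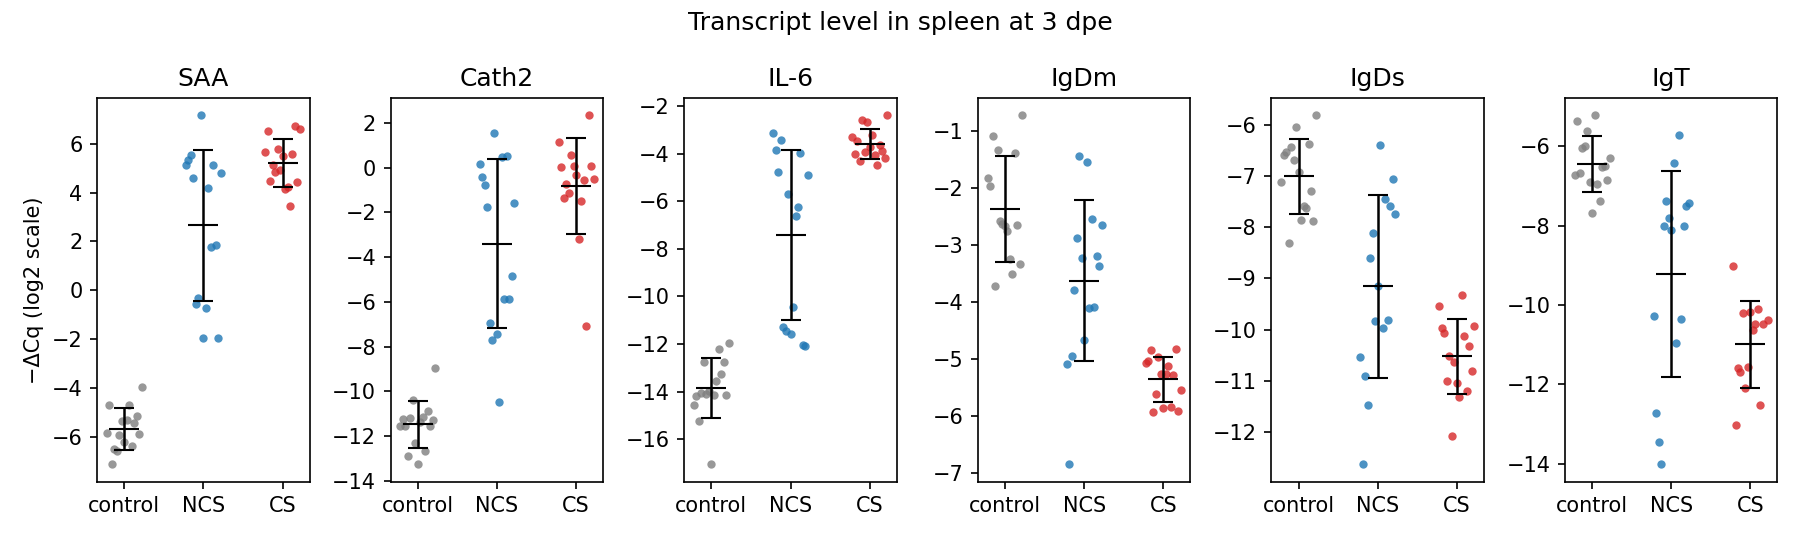
Level in spleen at 3 dpe, as negative ΔCq on the log2 scale, of SAA, Cath2, IL-6, IgDm, IgDs and IgT in 15 control, 15 NCS and 15 CS fish, 1 point per fish with a Cq, with the mean and SD as bars. The NCS fish spread more widely than the CS fish in all 6 genes, for SAA with an SD of 3.09 against 0.97.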

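Between spleens of CS and NCS fish at 3 dpe, 5 of the 24 genes were higher in CS fish and 2 were lower. IL-22 was 25.96-fold higher (log2 difference 4.70, SE 1.33, p = 0.0004, permutation test) and IL-6 was 14.3-fold higher (log2 difference 3.84, SE 0.94, p = 4e-05, adjusted p = 0.00096). The level of IL-8 was 1.49 ± 0.61 (SD, n = 14) in CS fish and -1.36 ± 3.13 (SD, n = 15) in NCS fish, a 7.21-fold difference (p = 0.00222). SAA was 5.82-fold higher (log2 difference 2.54, SE 0.84, p = 0.00509) and IFNγ was 3.98-fold higher (log2 difference 1.99, SE 0.58, p = 0.00223). IgDm was 3.32-fold lower in CS fish (p = 0.00011) and IL-4/13A, a regulator of antibody production, was 2.07-fold lower (p = 0.00176). IL-8 and IFNγ did not pass with non-detects set to 40 cycles, IFNγ and SAA did not with β-actin as the only reference, IL-4/13A did not with ELF-1α as the only reference, and SAA did not with ranks.
The log2 difference was 3.11 for IL-1β (SE 1.43, p = 0.0376), 2.41 for IL-10 (SE 0.99, p = 0.0203), 1.94 for IL-12 (SE 0.76, p = 0.0171) and 1.68 for IL-17C1 (SE 0.87, p = 0.0748), and none of these 4 passed the test. The lists held 2 of 4 inflammatory cytokines (2 when adjusted over the list alone), 1 of 3 type 1 cytokines (2 when adjusted over the list alone) and 1 of the 4 genes of the IL-17 and IL-22 list (1 when adjusted over the list alone) that were higher.
Against the 7 VT13 fish alone, 3 genes passed, 2 higher (IL-1β and IL-6) and 1 lower (IgDm). Against the 8 VT14 fish, 8 were higher and 5 were lower. The log2 difference in IL-1β was 6.59 against the VT13 fish (exact permutation p = 0.00051) and 0.07 against the VT14 fish (exact permutation p = 0.953). The first 6 NCS columns of the table had a median IL-1β Cq of 31.4 and the other 9 of 22.9, while the median IL-8 Cq was 19.2 and 19.3. Exposure accounted for 37.09% of the variance of IL-1β Cq in spleen as listed and for 69.87% with the values moved by 6 columns. It is thus open whether the IL-1β values stand in the columns of the fish they come from, and the difference between the codes in IL-1β depends on it.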

Genes encoding cytokines (IL-1β, IL-8, IL-10, IL-12, IL-17C1, IL-22, IFNγ) showed significantly higher level in CS fish compared to NCS fish. 

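In spleen at 3 dpe, 4 of the 5 lymphocyte receptor and immunoglobulin genes were lower than in controls in both NCS and CS fish (4 in each when adjusted over the list alone). IgT, an immunoglobulin of mucosal surfaces, was 6.82-fold lower in NCS fish (SE 0.70 on the log2 scale, p = 7e-05, permutation test) and 23.5-fold lower in the 14 CS fish with a Cq (SE 0.35, p = 1e-05, the smallest that the resamples can give). IgDs was 4.42-fold lower in NCS fish (SE 0.50, p = 0.00014) and 11.4-fold lower in CS fish (SE 0.27, p = 1e-05). The level of IgDm was -2.36 ± 0.93 (SD, n = 15) in controls, -3.63 ± 1.42 (SD, n = 15) in NCS fish and -5.36 ± 0.39 (SD, n = 15) in CS fish (p = 0.00653 and p = 1e-05 against controls), and all 15 CS fish lay below every control. The T cell receptor gene TCRβ was 2.22-fold lower in NCS fish (p = 0.00018) and 3.02-fold lower in CS fish (p = 1e-05).
The log2 difference in IgM, the main serum immunoglobulin, was -0.06 in NCS fish (SE 0.37, p = 0.881) and -0.67 in CS fish (SE 0.27, p = 0.0208). That in TGFβ, a regulatory cytokine, was -0.31 in NCS fish (SE 0.40, p = 0.429) and -0.40 in CS fish (SE 0.25, p = 0.134).
In NCS fish, IgDm and TCRβ did not pass with β-actin as the only reference, where 14 genes were higher and 2 were lower in place of 12 and 4, nor with ARP and β-actin as reference, a choice made after the data were seen, and IgDm did not pass with ranks. Among NCS fish of one code, IgDm and IgDs did not pass with the 8 VT14 fish.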

Genes encoding IgDm, IgDs, IgM, IgT, TCR, and TGFβ showed lower level in NCS and CS fish (Figures 5, 6).

#### Liver

Both fish groups (NCS and CS) showed higher level of Cath-2 and SAA genes in this organ. 

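In liver at 3 dpe, 11 of the 24 genes were higher in NCS fish and 14 were higher in CS fish than in controls. The reference of liver includes the ELF-1α values that equal those of spleen by position. The level of Cath2 was 0.47 ± 1.14 (SD, n = 14) in CS fish, -3.79 ± 5.81 (SD, n = 15) in NCS fish and -15.84 ± 1.52 (SD, n = 9) in the controls with a Cq. This is an 81290-fold difference in CS fish (exact permutation p = 1.22e-06) and a 4240-fold difference in NCS fish (exact permutation p = 2.83e-05). SAA was 20930-fold higher in CS fish (log2 difference 14.35, SE 1.32, p = 1e-05, the smallest that the permutations can give) and 2928-fold higher in NCS fish (log2 difference 11.52, SE 1.48, p = 1e-05). Cath1 was 106-fold higher in CS and 222-fold higher in NCS fish (exact permutation p = 0.000221 and p = 7.37e-05, 6 controls with a Cq). Lysozyme, an enzyme that degrades bacterial cell walls, was 3.56-fold higher in CS fish (p = 0.0011), and its log2 difference was 1.46 in NCS fish (SE 0.54, p = 0.0138). For C3 the log2 difference was 1.20 in CS fish (SE 1.18, p = 0.384) and 1.38 in NCS fish (SE 1.06, p = 0.180). Of the 5 innate effectors, 4 were thus higher in CS fish (4 when adjusted over the list alone) and 3 in NCS fish (4 when adjusted over the list alone).
With the 10 VT13 fish alone, 11 genes were higher than in controls, and with the 5 VT14 fish, 10 genes were higher. Lysozyme did not pass in CS fish with β-actin as the only reference or with non-detects set to 40 cycles.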

Cytokine genes encoding IL-1β, IL-6, IL-8, IL-10, IL-12, IL-17C1, IL-17C2, IL-22, TNFα and the gene encoding IgM were also showing higher level in both CS and NCS fish livers. 

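All 4 inflammatory cytokines were higher than in controls in the livers of both groups (4 in each when adjusted over the list alone). IL-8 was 448-fold higher in CS fish (log2 difference 8.81, SE 0.33, p = 1e-05) and 151-fold higher in NCS fish (log2 difference 7.24, SE 0.97, p = 1e-05, the smallest that the permutations can give). TNFα was 72.6-fold higher in CS and 40.2-fold higher in NCS fish (exact permutation p = 1.22e-06 and p = 0.000151, 9 controls with a Cq). IL-1β had a Cq in 5 of 15 controls, 9 of 15 NCS and 15 of 15 CS fish, and over these fish it was 366-fold higher in CS and 1211-fold higher in NCS fish (exact permutation p = 0.000129 and p = 0.000999). In the first 6 NCS columns of the table, 1 fish had an IL-1β Cq, of 36.2, against 8 of the other 9 fish with a median Cq of 24.9, and with the 10 VT13 fish alone IL-1β did not pass. A Cq for IL-6 was present in 1 of 15 controls, 11 NCS and 14 CS fish (Fisher's exact test, p = 0.000484 and p = 2.91e-06).
For IL-17C1, IL-17C2 and IL-22 no control had a Cq. Each of the 3 was present in 12 to 14 CS fish (IL-22 in 14, Fisher's exact test, p = 2.06e-07) and in 7 to 11 NCS fish (IL-17C2 in 11, Fisher's exact test, p = 5.00e-05). IL-10 was present in 12 CS fish, 13 NCS fish and 1 control (Fisher's exact test, p = 0.000116 and p = 2.19e-05). Of the controls of all 3 days, 5 of 45 had a Cq for IL-10 and 8 of 45 for IL-22. The rule thus changed to a test of means over the fish with a Cq, by which neither gene passed in either group. With Fisher's exact test kept, a choice made after the data were seen, both passed in CS fish (p = 1.48e-06 and p = 2.32e-07) and in NCS fish (p = 1.41e-07 and p = 0.0389). Of the 8 controls with IL-22, 7 were among the 15 of 0 dpe, the same share as in NCS fish (Fisher's exact test, p = 1). IL-12 was 21.1-fold higher in CS fish (log2 difference 4.40, SE 1.05, p = 0.00043), and its log2 difference in NCS fish was 1.81 (SE 0.97, p = 0.0811).
IgM was 3.12-fold higher in CS fish (log2 difference 1.64, SE 0.51, p = 0.00033), but did not pass with β-actin as the only reference, with non-detects set to 40 cycles, or with ARP and β-actin as reference, a choice made after the data were seen. In NCS fish the log2 difference in IgM was 1.02 (SE 0.51, p = 0.0466).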

IgDm, IgDs and IgT genes showed lower level in the liver of both groups. 

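IgDm had a level of -12.04 ± 0.94 (SD, n = 13) in the livers of CS fish and of -9.25 ± 2.62 (SD, n = 15) in controls, and was 6.92-fold lower in CS fish (p = 0.00077, permutation test). In NCS fish its log2 difference was -1.11 (SE 0.82, p = 0.202). For IgDs the log2 difference was -3.97 in CS fish (SE 1.37, exact permutation p = 0.0105), of which 4 of 15 had a Cq against 14 of 15 controls, and -1.0 in NCS fish (SE 1.08, p = 0.365). For IgT the log2 difference was -1.74 in the 6 CS fish with a Cq (SE 1.12, exact permutation p = 0.0760) and -1.22 in NCS fish (SE 0.66, p = 0.0731). The log2 difference in TCRβ was -0.69 in CS fish (SE 0.34, p = 0.0513) and -0.06 in NCS fish (SE 0.43, p = 0.905). Of the 5 lymphocyte receptor and immunoglobulin genes, IgDm was the gene that was lower and IgM the gene that was higher in CS fish (3 changed when adjusted over the list alone), and none passed in NCS fish (0 when adjusted over the list alone). The test of means leaves out fish without a Cq. For IgDs and IgT the small number of CS fish with a Cq was thus not weighed.
With non-detects set to 40 cycles, 3 genes were lower in CS fish, which added IgDs and IgT, and IgDm did not pass with ELF-1α as the only reference.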

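In the livers of survivors at 11 dpe, 2 of the 24 genes passed the test and both were lower than in the controls of the same day. The ELF-1α values of these controls equal those of spleen by position, while those of the survivors are not shared. The reference may thus differ in kind between these groups. IL-12 was 4.22-fold lower (SE 0.68 on the log2 scale, p = 0.00554, adjusted p = 0.118, permutation test) and C3 was 3.23-fold lower (SE 0.61, p = 0.00981, adjusted p = 0.118), with 6 and 4 survivors below every control. The level of lysozyme was -3.23 ± 1.93 (SD, n = 15) in survivors and -4.26 ± 0.80 (SD, n = 15) in controls, a log2 difference of 1.04 (SE 0.54, p = 0.0638), and 6 of 15 survivors lay above every control. SAA had a log2 difference of 1.98 (SE 1.01, p = 0.0617), and 2 of 15 survivors lay above every control. IL-6, IL-17A/F2 and IL-17C2 had no Cq in any liver of either group. Without the control with an outlying reference Cq the differences were about as large, 3.53-fold for IL-12 (SE 0.65, p = 0.0106) and 3.18-fold for C3 (SE 0.63, p = 0.0144), and neither passed the limit of p under 0.01. Neither passed with an adjusted p under 0.05 or with the controls of all 3 days pooled. IL-12 did not pass with ELF-1α as the only reference or with non-detects set to 40 cycles, and C3 did not with ARP or β-actin as the only reference, with ranks, or with ARP and β-actin as reference, a choice made after the data were seen.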

Lysozyme and SAA genes remained high in surviving fish (Figures 5, 6).

#### Bacterial Load

The infection levels in different organs of the fish at different time points are depicted as the level of transcription of the bacterial gene *recA* (Figure 7). 

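Bacterial load was measured with an RT-qPCR assay for recA on the same samples as the immune genes, 15 per group and organ. The level in a fish was taken as the negative ΔCq against its 3 reference genes, and a sample without a recA Cq counted as not detected and was left out of the mean level. The number of fish with a Cq was compared with Fisher's exact test, and the levels with an exact permutation test. No control fish of 0, 3 or 11 dpe had a recA Cq in any organ, which for a group of 15 fish allows a share of positive fish of up to 21.8% (Clopper-Pearson, 95%).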

We found generally a higher number of bacterial transcripts in the spleen compared to liver and fish with clinical signs showed a higher transcript level compared to fish without disease signs. 

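In spleen, recA was detected in 15 of 15 CS fish and 6 of 15 NCS fish (Fisher's exact test, p = 0.0007). In liver it was detected in 6 of 15 CS fish and 2 of 15 NCS fish (Fisher's exact test, p = 0.215).
The spleen level of recA was -10.96 ± 1.48 (SD, n = 15) in CS fish and -12.55 ± 3.06 (SD, n = 6) in the NCS fish with a Cq, a 3.01-fold difference that did not pass the test (log2 difference 1.59, SE 1.31, exact permutation p = 0.120). With non-detects set to 40 cycles the log2 difference was 6.71 (p = 4e-05). In liver the level was -16.11 ± 0.59 (SD, n = 6) in CS fish and -17.80 ± 2.09 (SD, n = 2) in NCS fish (exact permutation p = 0.107, where the smallest possible p was 0.0357). The log2 difference of 1.69 was 0.70 with β-actin as the only reference. By code, 4 of 7 VT13 and 2 of 8 VT14 fish had recA in spleen (Fisher's exact test, p = 0.315), and 2 of 10 and 0 of 5 had it in liver (Fisher's exact test, p = 0.524).
Between organs, CS fish had 35.6-fold more recA transcripts in spleen than in liver (log2 difference 5.15, SE 0.45, exact permutation p = 1.84e-05, the smallest that these numbers allow). With ARP and β-actin as reference, a choice made after the data were seen, this log2 difference was 5.71 (exact permutation p = 1.84e-05). In the 6 CS fish with a Cq in both organs, paired as a block by fish code, the log2 difference was 5.87 (SE 0.17), spleen was higher in 6 of 6 fish and the exact permutation p was 0.0312, the smallest that 6 pairs allow. In NCS fish the log2 difference was 5.26 (SE 1.94, n = 6 and n = 2, exact permutation p = 0.0714). It was 2.51 with non-detects set to 40 cycles (p = 0.0718). From the larger number of bacteria in the spleen in both groups, the paper concludes that the spleen is a central immune organ in combatting infection.

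**Figure D3:**
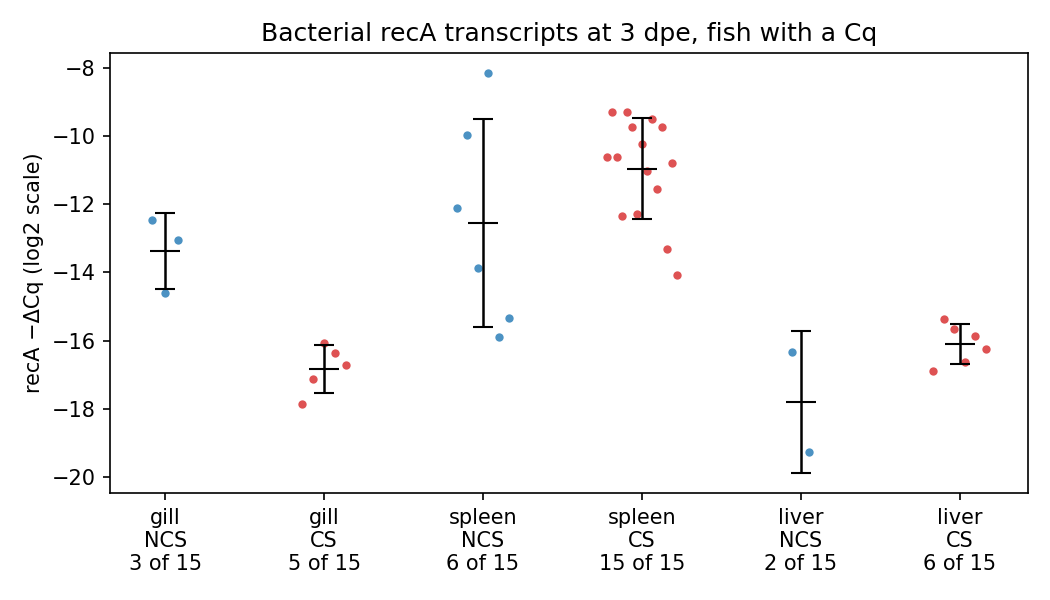
Level of recA, as negative ΔCq on the log2 scale, in each fish with a recA Cq at 3 dpe, by organ and group, with the mean and SD as bars. The numbers under the groups give the fish with a Cq of 15. The 15 spleens of CS fish lie around a mean of -10.96 and the 6 livers of CS fish around -16.11.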

In gills the bacterial load reflected as *recA* expression was higher in NCS than CS. 

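In gills, recA was detected in 3 of 15 NCS fish and 5 of 15 CS fish (Fisher's exact test, p = 0.682). Over these fish the level was -13.37 ± 1.11 (SD, n = 3) in NCS fish and -16.83 ± 0.70 (SD, n = 5) in CS fish, so that NCS fish with a Cq had 11.0-fold more recA transcripts (SE 0.71 on the log2 scale). Each of the 3 NCS fish lay above each of the 5 CS fish (exact permutation p = 0.0179, the smallest that 5 against 3 fish allow). With non-detects set to 40 cycles, the log2 difference between CS and NCS fish was -0.896 (p = 0.501). The 3 NCS fish with recA all carry VT13 codes, which makes 3 of 7 VT13 and 0 of 8 VT14 fish (Fisher's exact test, p = 0.0769).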

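In gills and liver of the survivors at 11 dpe, recA had a Cq in 0 of 15 fish each, as in the 15 controls of that day, with the upper limit for 0 of 15 given above. The reference genes were measured in all of these samples, with a median of the mean reference Cq of 19.4 in gills and 19.0 in liver. The spleens of survivors were not analysed here.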

No bacterial transcripts were recorded in any organ of the surviving fish.

**FIGURE 7:**
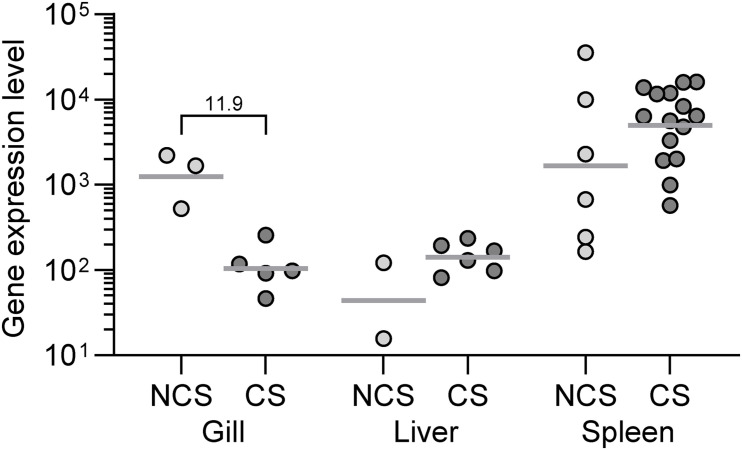
The level of bacterial (*V. anguillarum*) recA transcripts calculated as 2^– Δ^ ^Cq^ in rainbow trout exposed to the live bacterium. Fish showing clinical signs (CS) at 3 dpe compared to fish showing no clinical signs (NCS) at the same time point. Surviving fish at 11 dpe did not show transcripts of the *V. anguillarum* recA gene. Numbers above the brackets indicate the fold difference between the CS and NCS groups.

An overview of the gene expression from all genes in all samples are presented in the Supplementary Table 2.

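Against the controls of 3 dpe, the NCS fish had 18 genes higher and 0 lower in gills, 12 higher and 4 lower in spleen, and 11 higher and 0 lower in liver. The CS fish had 15 higher and 4 lower in gills, 14 higher and 4 lower in spleen, and 14 higher and 1 lower in liver. The genes higher in both groups and in all 3 organs were IL-1β, IL-6, IL-8, TNFα, IL-17C1, IL-10, Cath1, Cath2 and SAA. Of these, IL-17C1 in spleen and IL-10 in liver did not pass by the same rule with the controls of all 3 days pooled. For IL-1β it is open whether the values of spleen and liver stand in the columns of the fish they come from. With an adjusted p under 0.05 and a 2-fold change, 19, 17 and 12 genes passed in gills, spleen and liver of NCS fish and 20, 19 and 16 in those of CS fish.
The same 15 controls served both groups. Of the genes higher in NCS and in CS fish, 15 were shared in gills, where independent lists of these sizes would share 11.2, 12 in spleen (7) and 11 in liver (6.42), and of the lower genes 4 were shared in spleen (0.667). In 50 simulations with unchanged groups drawn from these same controls, the mean shared number was 0. Groups drawn in this way cannot lie apart from their controls as a whole, so this does not show what shared controls alone would give. With the controls split into 8 for one group and 7 for the other, the higher genes in NCS and CS fish were 7 and 15 in gills, 9 and 12 in spleen and 11 and 14 in liver, of which 7, 9 and 10 were shared, and the lower genes in spleen were 3 and 4, of which 3 were shared.
Among unexposed fish, 0 genes in gills, 3 in spleen and 2 in liver differed between day 11 and day 0, and at an unadjusted p under 0.05 without a least fold 7, 8 and 5 did (permutation test).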

### Location of Genes in the Trout Genome

To evaluate the candidate genes (both genes studied by qPCR and others) involved in *V. anguillarum* resistance located on Omy 21, the annotated protein coding genes in RefSeq (Accession GCA_002163495.1) were investigated with focus on the discovered QTL region (13,600,00–14,600,00 bp). Results are shown in the Supplementary Figure 1. Among 35 protein-coding genes, one pseudogene and 2 non-coding RNA genes were identified in the region (Supplementary Table 3), and the gene encoding protein phosphatase 1 regulatory subunit 12A contains the most significant SNP (AX-89945921). A particularly relevant finding was the presence of different variables of genes encoding immunoglobulin (Ig) light chain kappa in close association with the significant SNP.

## Discussion

In the present work, the genetic analyses of susceptible versus resistant fish showed the potential of genetic selection of resistant fish as a method to improve natural disease resistance in rainbow trout. The mortality flattened out before termination of the challenge period and left more than 40% survivors, which is optimal for the subsequent statistical analysis. In addition, the moderate mortality maximizes phenotypic variation whereby genetic differences in resistance become more evident. The daily mortality approaching zero toward the end of the test indicates that survivors are truly resistant, not merely fish with longer incubation period, or fish that otherwise delay mortality without being able to survive in the long run. We found that the major QTL associated with resistance toward *V. anguillarum* were clustered on rainbow trout chromosome 21 (Omy 21). It differs from QTL associated with *F. psychrophilum* resistance on chromosome 19 (Omy19) (Wiens et al., 2013) and toward the parasitic ciliate *Ichthyophthirius multifiliis* on chromosome 16 and 17 (Omy 16 and 17) (Jaafar et al., 2020) confirming that resistance mechanisms in a specific fish species toward different pathogens differ considerably (Fraslin et al., 2020). In the present work, the favorable homozygote (considering the top SNP) had an overall mortality of 37%, while the opposite homozygote had a mortality of 87%. The heterozygote (Qq) had an almost similar resistance (45% mortality) as the favorable homozygote (QQ). In the current study, testing was continued until mortality had naturally ceased, indicating that survivors cleared the pathogen. To evaluate the candidate genes involved in *V. anguillarum* resistance located on Omy 21, the annotated protein coding genes were investigated with focus on the discovered QTL region. Among 35 protein coding genes, one pseudogene and 2 non-coding RNA genes were identified in the region, and the gene encoding protein phosphatase 1 regulatory subunit 12A contains the most significant SNP (AX-89945921). A particularly immune relevant finding was the presence of different segments encoding immunoglobulin (Ig) light chain kappa in close association with the significant SNP - suggesting the potential role of these segments in protection. Thus, in our gene expression study, we showed that trout surviving the *V. anguillarum* exposure exhibited an elevated expression of IgM, IgDm and IgDs in gills. It is noteworthy that immunoglobulin genes recently were suggested to play a role in protection of Atlantic salmon against SAV (Hillestad et al., 2020). 

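IgM in the survivors' gills had a level of -3.63 ± 2.06 (SD, n = 15), against -5.92 ± 2.08 (SD, n = 15) in the controls of 11 dpe, a 4.89-fold difference (p = 0.00563, adjusted p = 0.0224, permutation test). IgDs was 2.66-fold higher (log2 difference 1.41, SE 0.48, p = 0.00775, adjusted p = 0.0224), and 10 of 15 survivors lay above every control. The log2 difference in IgDm was 1.44 (SE 0.56, p = 0.0164, adjusted p = 0.0328) and that in IgT was 1.01 (SE 0.41, p = 0.0222, adjusted p = 0.0356), and neither passed the test at p under 0.01. Of the 5 lymphocyte receptor and immunoglobulin genes, 3 were higher (5 when adjusted over the list alone). With ARP as the only reference, the log2 difference was 1.08 for IgM and -0.07 for IgDs, and neither passed. Without the samples with an outlying reference Cq, IgDs did not pass (p = 0.0260) and IgDm did (p = 0.00406).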

As the light chains are part of the antigen binding site, it can be speculated that some of the kappa light chains contribute to a *V. anguillarum* specific site. Support for this notion is found in previous studies which mapped four Ig light chains isotypes (IgL1, IgL2, IgL3, and IgL4) gene segments to be co-localized on chromosomes 21, 18, 15, 7, 13, and 17 of rainbow trout representing a number of constant (C), variable (V) and Joining (J) regions (Rego et al., 2020). Hence, genomic differences in the IgL repertoire between different lines of trout suggested a potential role of these isoforms causing immune response diversity in rainbow trout (Rego et al., 2020). Genetic mapping of the Japanese flounder genome highlighted 12 immune-related genes associated with *V. anguillarum* resistance; These comprised genes encoding tap1, satb1, cd40, and cd69, known as molecular organizers for the major histocompatibility complex (MHC) class I and II (Shao et al., 2015). Analyses of the tongue fish genome indicated that resistance to *V. anguillarum* was associated with MHC II B alleles (Du et al., 2011), whereas Zhang et al. (2019) found that several genes in turbot, connected to inflammation and host membrane protection against bacterial entry (PI3K/Akt/mTOR and NF-kB pathways), were associated with resistance. However, although immune mechanisms are likely to play a major role in disease resistance it should be framed that numerous interactions occur between a certain pathogen and the host. Various cellular proteins and metabolic pathways are involved whereby the interpretation of QTL results is difficult since it identifies polymorphisms on loci not the actual effective mutation (Fraslin et al., 2020).

We measured the *V. anguillarum* infection level in exposed rainbow trout and found that surviving fish were free from infection (all organs). This indicates that the resistant fish have mechanisms to eliminate or at least inactivate the pathogen. The spleen in both susceptible fish (showing clinical signs) and more resistant fish at an early time point (showing no clinical signs) harbored more bacteria in the spleen compared to liver, which illustrates that the spleen is a central immune organ when combatting infections (Zuo et al., 2020). It is noteworthy, that gills from fish with no clinical signs at an early time point showed a higher *V. anguillarum* colonization. This may suggest that local protective mechanisms, including a thick sticky mucus layer, may not only prevent the bacteria from penetrating the gills, but also accumulate surrounding bacteria.

As the rainbow trout exposed to *V. anguillarum* exhibited very different susceptibilities to infection it was important to investigate the genes activated during the course of infection. We measured the expression of immune relevant genes in fish with and without clinical signs, sampled at the same time point post-exposure. It was generally observed that fish with clinical signs showed a higher spleen load of bacteria and a higher expression of immune genes compared to fish without clinical symptoms. This suggests that the pathogen load is correlated to the level of response. 

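In CS fish, the spleen level of recA was set against the mean level of the inflammatory cytokine genes IL-1β, IL-6, IL-8 and TNFα in the same fish. IL-8 had a Cq in 14 of the 15 fish, and where it was missing the mean was taken over the other genes. Over 15 fish, Pearson's r was 0.157 (permutation p = 0.573) and Spearman's rho was 0.218 (permutation p = 0.434). Without the 2 fish farthest from the median recA level, r was 0.0822 (permutation p = 0.788). Without IL-1β, a choice made after the data were seen, r was -0.437 (permutation p = 0.105), and with raw Cq values r was -0.136. Among 23 single genes, 10 had a positive r, and the lowest adjusted p was 0.719. IL-1β itself had an r of 0.501 (permutation p = 0.0575), where it is open whether the IL-1β values listed for spleen stand in the columns of the fish they come from, since exposure accounted for 37.09% of the variance of their Cq as listed and for 69.87% with the values moved by 6 columns. This holds for each r of this paragraph that includes IL-1β. IL-8 had an r of -0.490 (permutation p = 0.0739). In the 6 NCS fish with recA in spleen, r was -0.348 (exact permutation p = 0.488), 0.0973 (exact permutation p = 0.850) without IL-1β and -0.803 (exact permutation p = 0.050) with raw Cq values. CS and NCS fish were not pooled, since load and clinical signs go together. An r within 1 group does not test a relation of load and response across the groups. With 15 and 6 fish a weak relation within a group can also go unseen. From the higher spleen load and the higher expression of immune genes in CS than in NCS fish, the paper proposes that pathogen load and the level of the response are correlated.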

Various fish species have been exposed to *V. anguillarum* experimentally, and it is generally observed that immune genes are regulated following infection. Our gene expression results are in line with data from corresponding studies on Atlantic cod (Caipang et al., 2008; Seppola et al., 2008), seabream (López-Castejón et al., 2007) and sea bass (Meloni et al., 2015). The first reaction to bacterial exposure is an induction of inflammation involving expression of pro-inflammatory cytokines. Subsequently, other humoral processes are initiated, among others, upregulation of genes encoding IgM in rainbow trout (Khansari et al., 2019) and complement in yellow croaker (Wei et al., 2009), respectively. 

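In gills at 3 dpe, 18 of the 24 genes were higher in NCS fish than in controls, and in CS fish 15 were higher and 4 lower. All 4 inflammatory cytokines were higher in both groups (4 in each when adjusted over the list alone). The level of IL-1β in the control gills was -12.70 ± 0.50 (SD, n = 15), and the gene was 413-fold higher in CS fish (SE 0.38 on the log2 scale, p = 1e-05, the smallest that the permutations can give) and 21.9-fold higher in NCS fish (SE 1.12, p = 2e-05). Cath2 was 477-fold higher in CS and 25.7-fold higher in NCS fish, SAA was 236-fold and 32.9-fold higher, and Cath1 was 208-fold and 51.4-fold higher (p = 0.00035 or lower in all 6 comparisons). IL-6 was 302-fold higher in CS fish (exact permutation p = 7.65e-07) and 51.2-fold higher in NCS fish (exact permutation p = 0.00082). IL-10 was 30.2-fold higher in NCS and 9.84-fold higher in CS fish (p = 1e-05 in both). IFNγ was 13.0-fold higher in NCS fish (p = 1e-05), and in CS fish its log2 difference from controls was -0.24 (SE 0.59, p = 0.711). IgDs was 5.74-fold higher in NCS fish (p = 0.00014) and 3.45-fold lower in CS fish (p = 9e-05), and IL-4/13A and IgDm were 2.33-fold and 2.52-fold lower in CS fish. IgDs did not pass with the methods' tests in either group, nor with limma in NCS fish, and IL-4/13A did not pass with the methods' tests or with β-actin as the only reference. Without NCS fish VT13-10, whose reference Cq values were 28.03 to 35.65, 17 genes were higher in NCS fish and TGFβ did not pass. IL-1β was then 13.5-fold higher, IL-6 27.4-fold, SAA 19.0-fold, IL-10 14.7-fold, IFNγ 6.21-fold and IgDs 2.76-fold. With the 7 VT13 fish alone, 18 genes were higher than in controls, and with the 8 VT14 fish, 12 were.
Whether the difference between CS and NCS fish depended on the organ was tested with limma, with the fish code as a block. The interaction passed in 6 of 23 genes at an adjusted p under 0.05. IFNγ differed most, with log2 differences between CS and NCS fish of -3.99 in gills, 1.86 in spleen and -1.53 in liver (adjusted p = 0.00075, limma). Those of IL-10 were -1.54, 2.31 and 1.39 (adjusted p = 0.0375, limma), and those of Cath1 were 2.14, -0.78 and -0.91 (adjusted p = 0.0375, limma). IL-2, IL-1β and C3 were the other 3 genes (adjusted p = 0.0375 to 0.0417, limma). For IL-1β, with differences of 4.20, 3.10 and -1.32, it is open whether the values of spleen and liver stand in the columns of the fish they come from. These values include VT13-10. Without the samples with an outlying reference Cq 9 genes passed, the 6 among them, and the differences were -2.81, 1.88 and -0.82 for IFNγ (adjusted p = 9.21e-07, limma), -0.44, 2.31 and 1.84 for IL-10 (adjusted p = 0.0118, limma) and 2.60, -0.79 and -0.84 for Cath1 (adjusted p = 0.00609, limma). With non-detects set to 40 cycles 3 genes passed (IFNγ, C3 and Cath1), and with ARP and β-actin as reference 4 (IFNγ, IL-1β, IL-2 and Cath1) and with ARP as the only reference 1 (IFNγ), both choices made after the data were seen.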

Clear differences were found between internal organs and gills but in general, the immune gene expression profile included a high expression of inflammatory cytokine genes as commonly seen during many bacterial and parasitic infections (Zuo et al., 2020). In addition, genes encoding effector molecules (immunoglobulins, antimicrobial peptides, cathelicidins, acute phase reactants such as SAA and lysozyme) were expressed at a higher level. These genes may of course not be directly or primarily involved but may provide a clue to reaction patterns in resistant fish. It was therefore noteworthy that mainly gills in the surviving fish showed a higher expression level of cytokine genes encoding IL-2, IL-4/13A, IL-6, IL-8, IL-10, TNF-α, IFNγ and effector molecule genes encoding IgDm, IgDs, IgM, Cathelicidins I and II, and TCRβ. This illustrates that the immune reactions in gills are decisive elements in the host response to waterborne pathogens. Both humoral and cellular factors may take part in the response and this involves both innate immune cells (e.g., neutrophils) and antigen presenting cells (Kato et al., 2018) but also lymphocytes involved in production of immunoglobulins. 

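Whether the difference between survivors and controls at 11 dpe depended on the organ was tested between gills and liver with limma, with the fish code as a block. The spleens of survivors were not analysed here. In liver the ELF-1α values of the controls equal those of spleen by position and those of the survivors are not shared, so that their references may differ. The interaction passed in 9 of 18 genes at an adjusted p under 0.05. The log2 differences of IL-12 were 1.56 in gills and -2.03 in liver (adjusted p = 0.00186, limma), those of IL-8 were 1.76 and -0.32 (adjusted p = 0.0143, limma), those of TNFα were 1.61 and -0.82 (adjusted p = 0.0174, limma) and those of IL-2 were 1.92 and 0.02 (adjusted p = 0.0175, limma). IL-4/13A differed by 1.53 and -0.37 (adjusted p = 0.0175, limma), IFNγ by 1.55 and -0.56 (adjusted p = 0.0368, limma) and IgDs by 1.43 and -0.25 (adjusted p = 0.0311, limma). IgT differed by 0.97 and -0.62 (adjusted p = 0.0174, limma). IL-1β differed by 0.70 and -5.81 (adjusted p = 0.0143, limma), where the first 6 control columns of liver had a median IL-1β Cq of 26.2 and the 4 other controls with a Cq one of 35.7, and it is open whether these values stand in the columns of the fish they come from. The interaction did not pass for IgM (adjusted p = 0.137, limma), IgDm and TCRβ (adjusted p = 0.0779 for both, limma), Cath1 (adjusted p = 0.0833, limma) or Cath2 (adjusted p = 0.139, limma), and IL-6 and IL-10 had too few Cq values in liver to be tested. With non-detects set to 40 cycles 1 gene passed (IL-1β). Without the samples with an outlying reference Cq 3 genes passed (IL-12, IL-1β and IgT), and IL-8, TNFα, IL-2, IL-4/13A, IFNγ and IgDs did not (adjusted p = 0.0542 to 0.165, limma), with differences of IFNγ of 1.45 in gills and 0.31 in liver. With ARP as the only reference, a choice made after the data were seen, 0 genes passed, with log2 differences of IL-12 of -0.03 in gills and -1.96 in liver (adjusted p = 0.0681, limma). From the higher expression in the gills of survivors, the paper concludes that the immune reactions in gills are decisive elements of the response to waterborne pathogens.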

Several of the cytokine genes (encoding IL-6, IL-8, IL-10, TNF-α, and IFNγ) activated in gills of the survivors are central in the inflammatory reactions and are often induced by the pathogen (Zou and Secombes, 2016). Others play a more direct role in adaptive immunity. IL-2 is considered a T cell growth factor but it has more intricate effects on T cell subsets and thereby both antibody responses and Natural Killer cell activity (Oppenheim, 2007). The cytokine also regulates the expression of the IL-4/13A gene which is a central regulator of antibody production (Zou and Secombes, 2016). It is well known that IgM is an important effector molecule in fish (Thornburn and Jansson, 1988; Holten-Andersen et al., 2012) but the consistent activation of genes encoding IgD (membrane bound and secreted form) is particularly important. This IgD immunoglobulin class has been known for decades but its function is not adequately defined. The IgD gene was not activated in trout gills exposed to another bacterial pathogen *Yersinia ruckeri* (Zuo et al., 2020) suggesting a relatively specific association of this gene with *V. anguillarum* clearance from the gill surface. Another immunoglobulin class (IgT), which is considered to play a major role in mucosal surfaces (Xu et al., 2013; Zhang et al., 2017; Yu et al., 2018), was found expressed at a lower level in all samples from CS fish. This suggests that the infection strategy of *V. anguillarum* differs from other pathogens and it cannot be excluded that IgD rather than IgT is involved in protection of the fish surface against *V. anguillarum*. 

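IgT had a level of -13.18 ± 1.58 (SD, n = 13) in the gills of CS fish and of -11.61 ± 0.57 (SD, n = 15) in controls at 3 dpe, a 2.98-fold lower level (p = 0.00069, adjusted p = 0.000872, permutation test), and 7 of the 13 CS fish with a Cq lay below every control, but it did not pass with the methods' tests. In spleen all 14 CS fish with a Cq lay below every control. In liver 6 of 15 CS fish had an IgT Cq against 14 of 15 controls, and 3 of these 6 lay below every control. For NCS fish, the log2 difference from controls in gills was 0.28 (SE 1.07, p = 0.983), and -0.74 (SE 0.34, p = 0.0337) without fish VT13-10, whose reference Cq values were outlying. Between CS and NCS fish the log2 difference in IgT was -1.85 in gills (SE 1.14, p = 0.0857; -0.84, SE 0.53, p = 0.126 without VT13-10), -1.78 in spleen (SE 0.73, p = 0.0249) and -0.52 in liver (SE 1.15, exact permutation p = 0.614).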

The gene encoding the T-cell receptor TCRβ was also expressed at a higher level, which complies with the abundant presence of T-lymphocytes in salmonid gills (Koppang et al., 2010). This suggests the importance of adaptive mechanisms in the natural resistance to *V. anguillarum* in rainbow trout. 

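TCRβ was 2.47-fold higher in the gills of survivors than in the controls of 11 dpe (log2 difference 1.31, SE 0.44, p = 0.00686, adjusted p = 0.0224, permutation test), with 9 of 15 survivors above and 2 below every control, and its log2 difference was -0.18 with ARP as the only reference. Without the samples with an outlying reference Cq it did not pass (0.94, SE 0.41, p = 0.0226). In gills at 3 dpe its log2 difference from controls was -0.76 in CS fish (SE 0.21, p = 0.00135), under the 2-fold limit, and 0.31 in NCS fish (SE 0.75, p = 0.971), where it was -0.41 (SE 0.21, p = 0.0568) without fish VT13-10, whose reference Cq values were outlying. In the livers of survivors the log2 difference was 0.22 (SE 0.38, p = 0.587).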

The involvement of genes encoding antimicrobial peptide genes such as cathelicidins (Furlan et al., 2018), underline the importance of these innate pathogen limiting peptides. Some of them may have direct effects on pathogens elimination (Munoz-Atienza et al., 2019), and were found to be involved in the response of trout toward *Y. ruckeri* (Zuo et al., 2020).

It is relevant to compare the results from the rainbow trout SNP analyses with the gene expression profiles of surviving fish in order to find indications of immune gene involvement in *V. anguillarum* resistance. The above mentioned results show that genes encoding immunoglobulins, antimicrobial peptides and various T-cell types were regulated in surviving fish. However, in the cross-field between genome and expression analyses the immunoglobulins were indicated to be highly involved in natural resistance of this fish host.

## Conclusion

The present study has pointed the presence of a significant QTL, localized on chromosome 21 (Omy21) which is involved in natural resistance of rainbow trout against *V. anguillarum*. This QTL provides a basis for selection of spawners (females and males) for future production of relatively resistant fish for aquaculture. The genetic analysis indicated the heterozygous (Qq) fish to be almost as resistant as the homozygous (QQ) which allows breeding companies to merely apply QQ sires for breeding. These males can secure a high resistance of offspring despite being heterozygous. Gene expression analyses suggested a number of immune genes to play a role in the protection of fish. Of particular interest are genes encoding immunoglobulins (IgD and IgM), cathelicidins, T-cell receptor equipped cells and the light chain kappa genes associated with the most important SNP.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) Database (Accession: GSE158411) and European Variation Archive (EVA) (Accession: Project: PRJEB41769; Analyses: ERZ1689028) repository.

## Ethics Statement

The animal study was reviewed and approved by Experimental Animal Inspectorate, Committee for Experimental Animals, Ministry of Environment and Food, Denmark – License No: 2019-15-0201-01614.

## Author Contributions

KB and TN designed and organized the investigation. ID provided the pathogen. AK, MM, SZ, RJ, HM, KB, and LG followed the exposed fish and sampled. JØ analyzed QTL data. AK, MM, SZ, and HM performed the gene expression studies. PK analyzed qPCR data. AK and KB wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

JØ and TN were employed by companies AquaGen and Aquasearch Ova ApS, respectively. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 An overview of chromosome 21 (Omyk_1.0) position 13,600,000 to 14,600,000. The two central parallel black lines represent 1 million nucleotides of chromosome 21 at the proximity of major the QTL, AX-89945921 (yellow oval). This QTL is located in the second intron of LOC110500010 which encodes for protein phosphatase 1 regulatory subunit 12A. The blue arrows indicate the position and reading direction of the genes present with the id of loci and protein products; ncRNA indicates non-coding RNA. In green, examples of mRNA are indicated above and under the genes; non-vertical lines indicate introns. Specifically, red indicate 16 mRNAs encoding for immunoglobulin (Ig) kappa V segments within the loci range LOC110500015 to −31 (the red numbers represent the two last digits of the loci number). It is not possible in this presentation to distinguish LOC110500024 and LOC110500031 due to their close proximity and the scaling used.

Supplementary Figure 2 QQ plot.

Supplementary Table 1 List of primers and probes used for qPCR assays investigating gene expression in rainbow trout challenging with *V. angularium*. All nucleotides are from 5′ end (labeled with FAM) to 3′ end (labeled with BHQ1). All the qPCR assays were optimized to have annealing temperature of 60°C and having efficiencies of 100 ± 5%. ^R^indicates reference genes (housekeepers). ^MS^indicates the qPCR assay targets both membrane bound and secreted forms. ^1^The α chain of IL-12 is common to the two isoforms of IL-12. The reference indicate the source of development of the assay. Genes locations were identified on the reference genome (*Oncorhynchus mykiss* Omyk_1.0 - GCA_002163495.1) using NCBI Genom Data Viewer.

Supplementary Table 2 Gene expressions analysis resume.

Supplementary Table 3 List of annotated genes on QTL region, rainbow trout chromosome 21.

# Supplementary material for: A Major QTL for Resistance to Vibrio anguillarum in Rainbow Trout
**Source:** Front Genet. 2020 Dec 29;11:607558. doi: 10.3389/fgene.2020.607558
**Supplement:** Supplementary Table 1 — List of primers and probes used for qPCR assays investigating gene expression in rainbow trout challenging with V. angularium. All nucleotides are from 5′ end (labeled with FAM) to 3′ end (labeled with BHQ1). All the qPCR assays were optimized to have annealing temperature of 60°C and having efficiencies of 100 ± 5%. Rindicates reference genes (housekeepers). MSindicates the qPCR assay targets both membrane bound and secreted forms. 1The α chain of IL-12 is common to the two isoforms of IL-12. The reference indicate the source of development of the assay. Genes locations were identified on the reference genome (Oncorhynchus mykiss Omyk_1.0 - GCA_002163495.1) using NCBI Genom Data Viewer.

**Supplementary Table S1**

List of primers and probes used for qPCR assays investigating gene expression in rainbow trout challenging with *V. angularium*. All nucleotides are from 5’ end (labeled with FAM) to 3’ end (labeled with BHQ1). All the qPCR assays were optimized to have annealing temperature of 60°C and having efficiencies of 100% ± 5%. ^R^ indicates reference genes (housekeepers). ^MS^ indicates the qPCR assay targets both membrane bound and secreted forms. ^1^ The α chain of IL-12 is common to the two isoforms of IL-12. The reference indicate the source of development of the assay. Genes locations were identified on the reference genome (*Oncorhynchus mykiss* Omyk_1.0 - GCA_002163495.1) using NCBI Genom Data Viewer.

| **Gene**  **GenBank acc.no.** | **Length**  **Bp** | **Primers**  **5’end to 3’end** | **Probes**  **5’end to 3’end** | **References** | **Genomic localisation** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | **Chromosome & position of amplicon** | **GenBank acc.no.** |
| ^R^ ARP  AY505012 | 106 | Fwd: GAAAATCATCCAATTGCTGGATG  Rev: CTTCCCACGCAAGGACAGA | CTATCCCAAATGTTTCATTGTCGGCGC | Purcell et al., 2004 | chr17: 40340265...40340360 | NC_035093 |
| ^R^ β-actin  AB196465 | 241 | Fwd: ACATCAAGGAGAAGCTGTGCTAC  Rev: TACGGATGTCCACGTCACAC | CCTCTCTGGAGAAGAGCTACGAGCTG | Sugiura et al., 2007; Marana et al., 2017 | chr1: 8515…8865 | NC_035077 |
| ^R^ ELF-1α  [AF498320](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=20269865) | 63 | Fwd: ACCCTCCTCTTGGTCGTTTC  Rev: TGATGACACCAACAGCAACA | GCTGTGCGTGACATGAGGCA | Ingerslev et al., 2006 | chr14: 30894810...30894861 | NC_035090 |
| C3.3 & C3.4  AF271080 / U61753 | 85 | Fwd: ATTGGCCTGTCCAAAACACA  Rev: AGCTTCAGATCAAGGAAGAAGTTC | TGGAATCTGTGTGTCTGAACCCC | Raida & Buchmann, 2009 | chr17: 18017732...18017796 chr13: 22193859...22193923 | NC_035093  NC_035089 |
| Cathelicidin 1A  AY382478 | 189 | Fwd: TCTCTCGTCCTGGGGTT  Rev: GTTGTAGCGTGCTGATCTATG | TAATTGGTCGTCCTGGGGGTGG | Marana et al., 2017 | chr28: 12847647...12847835 | NC_035104 |
| Cathelicidin 2A  AY360356 | 135 | Fwd: AAAGATTCCAAGGGGGGT  Rev: CAAAGGGTGTGTTGTGCTGT | GCTCTCGTCCTGGGTTTGGCTCC | Xueqin et al., 2012 | chr8:67206588...67206722 | NC_035084 |
| IFN γ1 and IFN γ2  FJ184374 / FJ184375 | 68 | Fwd: AAGGGCTGTGATGTGTTTCTG  Rev: TGTACTGAGCGGCATTACTCC | TTGATGGGCTGGATGACTTTAGGA | Raida & Buchmann, 2007 | unplaced genomic scaffold: 1160...1227 | NW_018573689 |
| IgDm  AY870262 | 304 | Fwd: CAGGAGGAAAGTTCGGCATCA  Rev: CCTCAAGGAGCTCTGGTTTGGA | CCACACCACACAGACTCTGGCCCTGAA | Skov et al., 2018 | chr13: 48059335...48383504 | NC_035089 |
| IgDs  JQ003979 | 304 | Fwd: TGGCACGCCAGGATTTGAC  Rev: TCAGAATTGAGTGAACGGACAGACA | CCACACCACACAGACTCTGGCCCTGAA | Skov et al., 2018 | chr13: 48059371...48059486 | NC_035089 |
| ^MS^ IgM  S63348 / AH014877 | 72 | Fwd: ACCCTCCTCTTGGTCGTTTC  Rev: TGATGACACCAACAGCAACA | TGATGACACCAACAGCAACA | Raida & Buchmann, 2007 | chr12: 81780295...81780366 | NC_035088 |
| ^MS^ IgT  AY870265 / AY870263 | 73 | Fwd: AGCACCAGGGTGAAACCA  Rev: GCGGTGGGTTCAGAGTCA | AGCAAGACGACCTCCAAAACAGAAC | Raida & Buchmann, 2007 | chr13: 48285298...48285493 | NC_035089 |
| IL-1β  AJ223954 | 91 | Fwd: ACATTGCCAACCTCATCATCG  Rev: TTGAGCAGGTCCTTGTCCTTG | CATGGAGAGGTTAAAGGGTGGC | Raida & Buchmann, 2007 | chr6: 42311100...42311190 | NC_035082 |
| IL-2a  FJ571513 | 110 | Fwd: ATGCAACACCACATCAGCAT  Rev: TGCCACGGCCCTACAAAAGA  RE  TGCCACGGCCCTACAAAAGA | TGCCACGGCCCTACAAAAGA | Marana et al., 2017 | chr25: 30109976...30110224 | NC_035101 |
| IL-4/13a  AB574337 | 138 | Fwd: ATCCTTCTCCTCTCTGTTGC  Rev: GAGTGTGTGTGTATTGTCCTG | CGCACCGGCAGCATAGAAGT | Chettri et al., 2014 | chr12: 50133310...50133448 | NC_035088 |
| IL-6a  DQ866150 | 91 | Fwd: ACTCCCCTCTGTCACACACC  Rev: GGCAGACAGGTCCTCCACTA | CCACTGTGCTGATAGGGCTGG | Raida & Buchmann, 2008 | chr14: 7102251...7102305 | NC_035090 |
| IL-8 isoforms a, b , c, d & e  AY160982 to AY160986 | 69 | Fwd: AGAATGTCAGCCAGCCTTGT  Rev: TCTCAGACTCATCCCCTCAGT | TTGTGCTCCTGGCCCTCCTGA | Raida & Buchmann, 2008 | chr12: 74891818...74891878 chr12: 74911280...74911340 chr: 13: 41793683...41793743 | NC_035088 NC_035088 NC_035089 |
| IL-10a  [AB118099](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=47678892) | 70 | Fwd: CGACTTTAAATCTCCCATCGAC  Rev: GCATTGGACGATCTCTTTCTTC | CATCGGAAACATCTTCCACGAGCT | Raida Raida & Buchmann, 2007 | chr12: 50133310...50133448 | NC_035088 |
| ^1^ IL-12 α chain  HE798148 | 84 | Fwd: CAACGGAACACCACATTCAG  Rev: AGCCTGTAGTGAGGCAGCAT | TGCGTGTCTGAGGAACATCCG | Jaafar et al., 2015 | chr14: 7102251...7102305 | NC_035090 |
| IL-17A/F2a  AJ580842 | 158 | Fwd: TCAAAAGCAACGTGTCGAAG  Rev: TCCCTCTGATTCCTCTGTGG | TATGCTGCTGGGCCTGACCA | Jaafar et al., 2015 | chr19: 32909499...32910190 | NC_035095 |
| IL-17c1  CAW30792 | 138 | Fwd: CTGGCGGTACAGCATCGATA  Rev: GAGTTATATCCATAATCTTCGTATTCGGC | CGTGATGTCCGTGCCCTTTGACGATG | Chettri et al., 2014 | chr1: 22090819...22090948 | NC_035077 |
| IL-17c2  CAW30793 | 134 | Fwd: CTGGCGGTACAGCATCGATA  Rev: CAGAGTTATATGCATGATGTTGGGC | CGTGGTGTCCAGGCCCTTTAATGATG | Chettri et al., 2014 | chr2: 51653897...51654020 | NC_035078 |
| IL-22  AM748537 | 64 | Fwd: ATGACCACCACCACAGCATT  Rev: ATTCCTTTCCCCTCCTCCAT | CTTTCCGCAAGAAGTTGTCCGAG | Olsen et al., 2011 | chr13: 50267165...50267390 | NC_035089 |
| Lysozyme CII  X59491 | 188 | Fwd: GAAACAGCCTGCCCAACT  Rev: GTCCAACACCACACGCTT | ATACCCAGGCCACCAACCGCAACAC | Chettri et al., 2012 | chr5: 6920839...6922770 chr5: 6935710...6937091 | NC_035081  NC_035081 |
| SAA  AM422446 | 79 | Fwd: GGGAGATGATTCAGGGTTCCA  Rev: TTACGTCCCCAGTGGTTAGC | TCGAGGACACGAGGACTCAGCA | Skov et al., 2012 | chr6: 67564044...67564107 | NC_035082 |
| TCR-β  AF329700 | 73 | Fwd: TCACCAGCAGACTGAGAGTCC  Rev: AAGCTGACAATGCAGGTGAATC | CCAATGAATGGCACAAACCAGAGAA | Raida Raida & Buchmann, 2007 | chr6: 67564044...67564107 | NC_035082 |
| TGF-β1a  [X99303](http://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&val=1478246) | 75 | Fwd: TCTGAATGAGTGGCTGCAAG  Rev: GGTTTCCCACAATCACAAGG | CTGGAGAGGAGCAGGGATTCCAAT | Raida Raida & Buchmann, 2007 | chr29: 30680564...30681150 | NC_035105 |
| TNF-α1 & TNF-α2  AJ277604 / AJ401377 | 75 | Fwd: GGGGACAAACTGTGGACTGA  Rev: GAAGTTCTTGCCCTGCTCTG | GACCAATCGACTGACCGACGTGGA | Raida & Buchmann, 2008 | chr3: 29836438...29836503 chr2: 19874096...19874161 | NC_035079 NC_035078 |
| recA (*V. angularium*))  LC370212 | 248 | Fwd: ATCGCGGCTCCCTTTAAACA  Rev: AGAGAATCCAGCCGCCGCCATGG | AACTCGGCTGGATTGAGCAG | This study | Not relevant | Not relevant |

How the deposited data were processed for this re-analysis (not part of the article)

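RT-qPCR values were analysed for gills, spleen and liver of rainbow trout. The groups were unexposed controls at 0, 3 and 11 dpe, NCS and CS fish at 3 dpe after a 2 h bath exposure, and survivors at 11 dpe, each with 15 fish per organ. Of 270 samples listed, 255 had a column of Cq values and were used, and the 15 spleen samples of survivors were not analysed here.

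The table of Cq values holds 28 assays, those of 24 immune genes, of the reference genes ARP, ELF-1α and β-actin and of the bacterial gene recA, as cycles without normalization. A second table of the authors holds a value per sample on the log2 scale, which the authors, as deposited, made by subtracting a mean reference Cq and then the mean of the control group, so that a negative value stands for a higher level. Of its 255 columns, 210 were used as an alternative and the 45 columns of fish at 0 dpe were not used. When recomputed from the Cq values, 1267 of 1267 values of spleen equalled the deposited ones within 0.001 with 3 reference genes, 1696 of 1696 values of gills did so with ARP and β-actin only, and 1042 of 1204 values of liver did so with 3 reference genes, where the largest difference was 0.0567. This holds after the lines of IL-1β and IL-2 were exchanged in one of the tables, without which 1147, 1548 and 952 values were equal in spleen, gills and liver. The names of the Cq table were used.

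The level of a gene was the negative ΔCq against the mean Cq of the 3 reference genes. Log2 differences are differences between group means of this level, folds are 2 to that power, and standard errors come from the SD and the number of fish with a Cq in each group. Samples without a Cq for a gene were left out of its mean, and a gene was tested on means with at least 3 Cq values per group. The permutation tests of means drew 100000 resamples, or enumerated all arrangements where a group had fewer than 10 Cq values, and Fisher's exact test was used where a group had fewer than 3. Genes passed at a 2-fold difference and p under 0.01, or p under 0.05 for Fisher's test. Benjamini-Hochberg adjustment was made over the 24 genes of an organ and comparison and over each of 6 gene lists. The text names every gene the paper names for an organ and group and the 5 with the largest change among those that passed in a comparison, by a rule set before the data were examined, and the paper's values had been seen by then.

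Interactions of organ and group were fitted with limma on ΔCq, with the fish code as a block through a correlation between samples of a fish of 0.255 for CS and NCS fish (90 samples of 38 fish) and of 0.213 for survivors and controls (60 samples of 39 fish), and passed at an adjusted p under 0.05. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.

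The test was checked on 20 simulated sets of 24 genes with the numbers and spreads of spleen CS and NCS fish. It called 0 of 240 unchanged genes, 14 of 80 genes changed by 1 on the log2 scale (17.5%), 49 of 80 changed by 2 (61.25%) and 70 of 80 changed by 4 (87.5%). The interaction test recovered 102 of 111 simulated changes of 4 (91.9%) and called 6 of 349 unchanged genes (1.7%). Its simulated values had the same residual SD of 2 in all genes, organs and groups, and the changes were added in gills of CS fish. In the data the spread differed between CS and NCS fish, so that these shares need not hold there.

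Before the data were examined, 21 alternatives were set. They cover non-detects at 40 cycles, each reference gene alone, the methods' tests, a permutation test of ranks, limma, leaving out samples whose mean reference Cq lay over 3 cycles from the median of the organ, pooled controls, other thresholds, a minimum of 10 Cq values per group, the deposited log2 values, NCS fish of one code, raw Cq for recA, pairing of organs by fish and leaving out 2 fish from the correlation. Another 8 were added after the data were seen, among them ARP and β-actin as reference, since the ELF-1α values of spleen and liver are equal by position, and leaving out 3 liver samples whose reference Cq is not a 2-decimal reading. Their effects are given in the closing section. Data on mortality and genotype were not analysed here.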

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

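All tests in this part other than the comparisons of organs and of control days, and the counts of genes with samples or reference genes left out, were chosen after the results had been seen.

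In 56 groups of 4 to 10 Cq values, 5 held a fish far from the others, measured as the gap to its nearest neighbour over the range of the group. About 1 group in 20 does so by chance. All 5 were in liver. They were IL-2 in control fish VC35 at 3 dpe (0.614 of the range, 8 fish), Cath2 in control fish VC30 at 3 dpe (0.591, 9 fish), IL-1β in NCS fish VT13-4 (0.614, 9 fish), IFNγ in NCS fish VT13-7 (0.515, 9 fish) and Cath1 in control fish VC49 at 11 dpe (0.698, 8 fish). VT13-7 and VC49 are also among the 4 liver samples with an outlying reference Cq.

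The difference between CS and NCS fish depended on the organ in 6 of 23 genes, and that between survivors and controls differed between gills and liver in 9 of 18 genes. In 100 splits of the same fish, 1 gave as many genes in the first comparison (the real one, highest other 0) and 1 in the second (the real one, highest other 1). These splits take away the group difference of every organ. They thus do not show what chance gives where that difference is equal in all organs, and do not exclude chance for either count. With ARP as the only reference, added after the data were seen, the counts were 1 and 0.

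Unexposed fish, whose change with time the paper does not describe, differed between 11 and 0 dpe in 3 genes of spleen and 2 of liver. In spleen IgT was 2.71-fold higher (p = 0.00297), IgDm was 2.27-fold lower (p = 0.00482) and IL-10 was 5.99-fold lower (exact permutation p = 0.00621). In liver TGFβ was 2.48-fold lower (p = 0.0096), and IL-22 had a Cq in 1 of 15 fish against 7 of 15 (Fisher's exact test, p = 0.0352). As many genes were given by 2 of 100 splits for spleen (highest other 3) and by 4 of 100 for liver (highest other 4). Shares of this size do not exclude chance when many counts are tested, and the genes depended on the settings. Without outlying reference samples, which are 4 of the 15 spleens of 0 dpe and 1 of 11 dpe, IgDm was 1.83-fold lower (SE 0.43, before 0.39, p = 0.0334) and IL-10 5.52-fold lower (SE 1.20, before 0.97, exact permutation p = 0.0154), and neither passed. IgT did not pass with ELF-1α only, β-actin only, the methods' tests or limma. In liver no gene had an adjusted p under 0.05, 0 passed at 40 cycles and TGFβ did not pass without outlying reference samples (2.23-fold, SE 0.47, p = 0.0190). TGFβ was 1.26-fold lower with ARP only (permutation p = 0.419) and 1.60-fold with β-actin only (permutation p = 0.187). With ELF-1α only, whose liver values equal those of spleen by position, it was 7.55-fold lower (permutation p = 0.00071). No gene of the gills passed between these days, where 7 had p under 0.05 and limma called none.

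The 9 genes that were higher in the gills of survivors had a median log2 difference of 1.67 with 3 reference genes and of 0.18 with ARP alone, where 0 genes passed. Such a fall may follow from higher Cq values of β-actin and ELF-1α in the survivors, which would raise values set against the 3 references. Without control VC47, whose reference Cq was outlying, β-actin was 2.43 cycles (p = 2e-05) and ELF-1α 1.58 cycles (p = 0.00443) higher in survivors and ARP 0.22 cycles lower (p = 0.274), and with it they were 1.28 and 0.66 cycles higher and 0.84 cycles lower. In raw Cq the median difference of the 9 genes between survivors and controls was -0.43 cycles, which is too small to decide for a rise of immune transcripts at equal RNA input and not of the sign to exclude it. The differences of IgM (-2.01) and Cath2 (-1.53) were larger, and those of the other genes lay between -0.575 and -0.04. The RNA amount per reaction was not among the values used, so that a rise of transcripts and a shift of the reference genes cannot be told apart. The state of the fish after exposure stays open as the biological explanation.

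In spleen and liver, the first 6 controls of 11 dpe had a median IL-1β Cq of 25.12 and 26.2, against 32.19 and 35.7 in the other fish with a Cq, while the first 6 NCS fish had values near those of controls. Exposure accounted for 37.09% of the variance of IL-1β Cq in spleen and 35.03% in liver as listed, and for 69.87% and 78.01% with the IL-1β line moved by 6 columns in spleen and by 6 in liver. For the other 41 pairs of gene and organ with at least 20%, the best offset lay within 1 column. For IL-6, IL-8, TNFα and SAA, levels of those controls were compared with the controls of 3 dpe, given at least 3 Cq values in both. The genes so compared lay a median of 0.495 (spleen) and 0.63 (liver) higher on the log2 scale, which argues against an inflammatory response of those controls. In liver IL-6 was not among them, with a Cq in 1 control of 3 dpe and 0 of 11 dpe. A displaced line of IL-1β values is thus a candidate explanation, and the IL-1β values of these organs were kept as listed.

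In gills, 10 genes passed between CS and NCS fish, and 17 passed without NCS fish VT13-10. This fish had the highest level of the NCS fish in 22 of the 22 genes with a Cq. With reference Cq values of 28.03 to 35.65, against at most 20.42 in the others, such a rank says little on the cause. Its raw Cq lay within the range of the other NCS fish in only 10 of these genes, so that immune assays were out of range too. A failed measurement of its reference genes, which would set all of its levels too high, may account for the lower count with it. Whether the reference genes alone failed is open. No biological explanation was tested for this fish.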

How the results depend on the processing

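The tests with ARP and β-actin as reference, without samples with a filled-in reference Cq, without IL-1β, with VT13 fish without outlying samples and of interactions with ARP only were added after the data were seen. Of 298 alternative values of the counts, recA levels, correlation and interactions, 231 stayed within 1.5 times (counts) or kept direction and side of the threshold, whatever their size (recA and correlation), 63 moved, 2 reversed, 1 was stronger and 1 weaker. Of 3647 alternative values of single genes, 3271 kept direction and side of the threshold. The causes were not tested unless given.

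A change of reference moved the median log2 difference of all genes most for survivors' gills (-1.48 with ARP only, 1.16 with β-actin only, 0.32 with ELF-1α only) and for liver CS against NCS fish (1.26 with ELF-1α only, -1.12 with β-actin only), then for liver CS fish against controls (0.837 with ELF-1α only, -0.565 with β-actin only), liver NCS fish against controls (0.575 with β-actin only, -0.437 with ELF-1α only) and spleen NCS fish against controls (-0.543 with ELF-1α only, 0.457 with β-actin only).

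For gill CS against NCS fish, 10 genes (4 higher, 6 lower) became 6 with limma (4 and 2), 17 without outlying reference samples (11 and 6), 5 with only VT13 fish (0 and 5), 3 with these without outlying reference samples (0 and 3) and 16 with only VT14 fish (11 and 5), and the split was 5 and 4 with β-actin only and 5 and 3 with the methods' tests. For gill CS fish against controls, the 15 higher and 4 lower became 14 and 1 with the methods' tests.

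For survivors' gills, 9 genes became 4 with non-detects at 40 cycles, 0 with ARP only, 5 with ELF-1α only, 19 with β-actin only, 16 with pooled controls and 16 with an adjusted p under 0.05. With ARP only, IgDs (-0.07) and TCRβ (-0.18) reversed.

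In spleen, 7 genes between CS and NCS fish (5 higher, 2 lower) became 3 with only VT13 fish (2 and 1) and 13 with only VT14 fish (8 and 5), and the split was 3 and 2 at 40 cycles, 7 and 1 with ELF-1α only and 3 and 3 with β-actin only. For NCS fish against controls, 12 higher and 4 lower became 14 and 2 with β-actin only, 12 and 2 with only VT14 fish and 13 and 2 with ARP and β-actin.

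In liver, 11 genes of NCS fish became 7 with a minimum of 10 Cq values per group, since fewer genes were then tested. For CS fish against controls, 14 higher and 1 lower became 12 and 3 at 40 cycles, 12 and 4 with β-actin only and 13 and 3 with ARP and β-actin. Between CS and NCS fish, 1 gene (lower) became 3 at 40 cycles (1 and 2), 3 with ELF-1α only (3 and 0), 2 with β-actin only (0 and 2), 0 with the methods' tests, 2 with limma (1 and 1), 3 without outlying reference samples (2 and 1), 0 with an adjusted p, 0 with only VT13 fish, 0 with these without outlying reference samples, 4 with only VT14 fish (3 and 1) and 2 without filled-in samples (1 and 1). For survivors, 2 genes became 1 each with ARP only, ELF-1α only, β-actin only, ranks, and ARP and β-actin, 1 (higher) without outlying reference samples, 0 with pooled controls and 0 with an adjusted p.

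Among gill controls, 0 genes between 11 and 0 dpe became 1 at 40 cycles and 1 with no minimum fold, and 1 gene between 3 and 0 dpe became 2 at 40 cycles (1 and 1), 3 with ELF-1α only and 4 with no minimum fold. Among spleen controls, 3 genes at 11 dpe (1 higher, 2 lower) became 1 with ARP only (1 and 0), 1 with ELF-1α only (0 and 1), 5 with β-actin only (0 and 5) and 1 without outlying reference samples (1 and 0), with splits of 0 and 2 for the methods' tests and limma and 1 and 1 for ranks and 10 Cq values. The 2 genes at 3 dpe (1 and 1) became 4 with β-actin only (0 and 4) and 1 (1 and 0) each with ARP only, ELF-1α only, the methods' tests, without outlying reference samples, an adjusted p and 10 Cq values, and the split was 1 and 2 at 40 cycles. Among liver controls, 2 genes at 11 dpe became 0 at 40 cycles, 1 with ARP only, 5 with ELF-1α only, 1 with β-actin only, 1 with limma, 0 with an adjusted p and 1 with ARP and β-actin, and 1 gene at 3 dpe became 3 at 40 cycles and 0 with an adjusted p.

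The recA difference between CS and NCS spleens, 1.59, was 6.71 at 40 cycles, where the 9 NCS fish without a Cq count. That between spleen and liver of CS fish, 5.15, was 5.87 with fish paired as a block, where 6 pairs allow no p under 0.0312. The correlation of 0.157 reversed to -0.136 with raw Cq and to -0.437 without IL-1β. The interaction counts of 6 and 9 became 3 and 1 at 40 cycles and 1 and 0 with ARP only, and the 9 became 3 without outlying reference samples.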

Differences from the paper's values

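No fold computed here differed from the paper's by more than the spread between fish and 1.5 times. Of the folds in Supplementary Table 2, all 77 of liver and all 66 of spleen lay within 10% of the values here, and 72 of 96 of gills did, where the largest ratio was 1.21. The deposited gill values equal those recomputed with ARP and β-actin only, not with the 3 reference genes used here. The paper's folds of SAA, Cath2 and IL-6 in spleen of CS fish are 1876, 1640 and 1234, against 1876, 1641 and 1235 here.

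The statements below are about genes the paper names and the threshold here was a 2-fold change with p under 0.01. The paper's text gives p under 0.01 as its level, and the heading of Supplementary Table 2 gives 0.05. Supplementary Table 2 itself gives a p of 0.01 or more for some of these genes. In gills these are 3 of the 7 between CS and NCS fish and 5 of the 16 of survivors. In spleen they are 4 of the 7 between CS and NCS fish, 1 of the 11 higher in CS fish and 2 of the 6 lower in each group. In liver they are 2 of the 12 higher in NCS fish, 3 and 2 of the 3 lower in NCS and CS fish, and the 2 of survivors. The alternatives named were set before the data were examined unless marked.

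In gills, the paper names 7 genes as higher in CS than in NCS fish, of which 4 passed here. IL-6 (p = 0.0513) and Cath1 (p = 0.0402) passed without outlying reference samples and with only VT14 fish. SAA (p = 0.0123) passed with these and with ELF-1α only, β-actin only, the methods' tests, ranks and an adjusted p. Of 16 genes the paper names as higher in survivors' gills, 9 passed. IgDm (p = 0.0164) passed without outlying reference samples, with pooled controls and with an adjusted p. IL-4/13A (p = 0.0140) passed with β-actin only, pooled controls, an adjusted p and the deposited values, and with ARP and β-actin, which was chosen after the values were seen. IL-6 (p = 0.0211) passed with β-actin only, ranks and an adjusted p, and IL-10 (p = 0.0233), IL-12 (p = 0.0191) and IL-22 (p = 0.0317) with β-actin only, pooled controls and an adjusted p. Cath1 (p = 0.0747) passed under none.

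In spleen, 10 of 11 genes the paper names as higher passed in NCS and 11 of 11 in CS fish. IL-22 in NCS fish (exact permutation p = 0.0125) passed at 40 cycles, with ARP only, β-actin only, the methods' tests, limma, pooled controls, an adjusted p and only VT13 fish, and with ARP and β-actin, chosen after the values were seen. Of 7 cytokines named as higher in CS than in NCS fish, 3 passed. IL-1β (p = 0.0376) passed with only VT13 fish, IL-10 (p = 0.0203) and IL-12 (p = 0.0171) with ELF-1α only, an adjusted p and only VT14 fish, and IL-17C1 (p = 0.0748) under none. Of 6 genes named as lower, 4 passed in each group, and IgM and TGFβ passed under none.

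In liver, 10 of 12 genes the paper names as higher passed in NCS and 12 of 12 in CS fish. In NCS fish IL-12 (p = 0.0811) passed under none and IgM (p = 0.0466) with only VT13 fish. Of 3 immunoglobulins named as lower, 0 passed in NCS fish and 1 passed in CS fish. In NCS fish IgDm (p = 0.202) passed with pooled controls and without filled-in samples, the latter chosen after the values were seen, and IgDs (p = 0.365) and IgT (p = 0.0731) under none. In CS fish IgDs (exact permutation p = 0.0105) passed at 40 cycles, with β-actin only, limma, pooled controls and an adjusted p, and with ARP and β-actin and without filled-in samples, both chosen after the values were seen, and IgT (exact permutation p = 0.0760) passed at 40 cycles and with β-actin only. Lysozyme (p = 0.0638) and SAA (p = 0.0617), named as high in survivors, passed under none.

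None of the 72 p values that Supplementary Table 2 gives for survivors exceeds 0.5, a bound that two-sided p values do not have.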

Other observations

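The tests of displaced values and of single fish above, the splits of fish and the comparison of NCS codes in this part were chosen after the results had been seen, and the test of the IgM assay before.

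In liver, 1 gene passed between CS and NCS fish at 3 dpe. IgDm was 3.21-fold lower in CS fish (p = 0.00595, adjusted p = 0.127), for which Supplementary Table 2 gives the same fold and p = 0.0765, and it did not pass with ELF-1α only, the methods' tests or only VT13 fish. Cath2 had a log2 difference of 4.26 (SE 1.53, p = 0.0106) and SAA of 2.84 (SE 1.85, p = 0.139), and neither passed.

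Among NCS fish, 2 genes passed between codes VT13 and VT14 in gills, 3 in spleen and 0 in liver. In gills of VT13 fish, IL-17C1 was higher by 2.64 (exact permutation p = 0.00901) and IgM by 2.43 on the log2 scale (exact permutation p = 0.00715), with an adjusted p of 0.0845 for both. Without VT13-10, whose reference Cq was outlying, these were 1.50 (exact permutation p = 0.0246) and 1.00 (exact permutation p = 0.0217), and no gene passed in gills. In spleen, IL-17C1 was higher by 1.71 (exact permutation p = 0.00433), lysozyme differed by -1.52 (exact permutation p = 0.00606) and IL-1β by -6.53 (exact permutation p = 0.0042). The first 6 NCS columns, with the control-like IL-1β Cq described above, hold VT13 fish only, so that it is open whether the difference in IL-1β is one between codes. What the codes stand for was not found in the paper.

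Among controls between 3 and 0 dpe, IL-4/13A was 2.49-fold lower in gills (p = 0.00161), in spleen IgT was 3.07-fold higher (p = 0.00032) and IL-10 was 5.43-fold lower (exact permutation p = 0.00518), and in liver IL-22 had a Cq in 0 of 15 fish against 7 of 15 (Fisher's exact test, p = 0.00632).

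Splits of the same fish test only how fish fall into groups. Exposed and control fish were kept in separate tanks, so that splits cannot tell exposure from tank. With this limit, 100 splits, the real one included, argue against chance where all others gave far fewer genes. In gills these are 18 genes of NCS fish (1 split as large, highest other 5) and 19 of CS fish (1, highest other 7). In spleen they are 16 and 18 genes of NCS and CS fish (1 each, highest other 2 and 4). In liver they are 11 and 15 genes of NCS and CS fish (1 each, highest other 2 and 4). Other splits came nearer to the 9 genes in gills of survivors (1, highest other 8). They also came nearer to the 7 genes between spleens of CS and NCS fish (1, highest other 4). A share of 1 of 100 is the smallest that these splits can give. For these 2 counts it does not exclude chance when many counts are tested. For the 10 genes between gills of CS and NCS fish, 2 splits gave as many (highest other 10). When many counts are tested, this does not exclude chance for the count. For the 2 genes in liver of survivors, 2 splits gave as many too (highest other 2). No gene there had an adjusted p under 0.05, so that chance is not excluded for this count either. Chance cannot be excluded for the 1 gene between livers of CS and NCS fish (24 splits, highest other 3), nor among controls for the counts at 3 against 0 dpe of 1 gene in gills (15 splits, highest other 2), 2 in spleen (5 splits, highest other 5) and 1 in liver (14 splits, highest other 3). For the 0 genes of control gills between 11 and 0 dpe every split gives as many (100 of 100, highest other 2), which decides nothing.

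The IgM primers listed in Supplementary Table 1 are those of ELF-1α, and it was tested whether the IgM values are ELF-1α values. The Cq values of both assays had an r of 0.324 in gills, 0.628 in spleen and 0.0688 in liver, and their difference had an SD of 1.52 to 2.31 cycles. The ELF-1α values of liver equal those of spleen by position, so that r in liver decides nothing. In the groups of 3 and 11 dpe that share them, Spearman's rho of these values with β-actin was 0.42 to 0.82 in spleen and -0.37 to 0.43 in liver. The values in spleen argue against values of liver. The values of gills (r = 0.324, SD 2.15 cycles) argue against IgM values being ELF-1α values, as do those of spleen (r = 0.628) if its ELF-1α values are its own.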
